# Reprogramming of endothelial gene expression by tamoxifen inhibits angiogenesis and ERα-negative tumor growth

**DOI:** 10.7150/thno.87306

**Published:** 2024-01-01

**Authors:** Chanaëlle Fébrissy, Marine Adlanmerini, Christel Péqueux, Frédéric Boudou, Mélissa Buscato, Adrien Gargaros, Silveric Gilardi-Bresson, Khrystyna Boriak, Henrik Laurell, Coralie Fontaine, Benita S. Katzenellenbogen, John A. Katzenellenbogen, Julie Guillermet-Guibert, Jean-François Arnal, Raphaël Metivier, Françoise Lenfant

**Keywords:** Tamoxifen, Angiogenesis, Estrogen Receptor ERα, Endothelial cells, Tumor growth

## Abstract

**Rationale**: 17β-estradiol (E2) can directly promote the growth of ERα-negative cancer cells through activation of endothelial ERα in the tumor microenvironment, thereby increasing a normalized tumor angiogenesis. ERα acts as a transcription factor through its nuclear transcriptional AF-1 and AF-2 transactivation functions, but membrane ERα plays also an important role in endothelium. The present study aims to decipher the respective roles of these two pathways in ERα-negative tumor growth. Moreover, we delineate the actions of tamoxifen, a Selective Estrogen Receptor Modulator (SERM) in ERα-negative tumors growth and angiogenesis, since we recently demonstrated that tamoxifen impacts vasculature functions through complex modulation of ERα activity.

**Methods:** ERα-negative B16K1 cancer cells were grafted into immunocompetent mice mutated for ERα-subfunctions and tumor growths were analyzed in these different models in response to E2 and/or tamoxifen treatment. Furthermore, RNA sequencings were analyzed in endothelial cells in response to these different treatments and validated by RT-qPCR and western blot.

**Results:** We demonstrate that both nuclear and membrane ERα actions are required for the pro-tumoral effects of E2, while tamoxifen totally abrogates the E2-induced *in vivo* tumor growth, through inhibition of angiogenesis but promotion of vessel normalization. RNA sequencing indicates that tamoxifen inhibits the E2-induced genes, but also initiates a specific transcriptional program that especially regulates angiogenic genes and differentially regulates glycolysis, oxidative phosphorylation and inflammatory responses in endothelial cells.

**Conclusion:** These findings provide evidence that tamoxifen specifically inhibits angiogenesis through a reprogramming of endothelial gene expression via regulation of some transcription factors, that could open new promising strategies to manage cancer therapies affecting the tumor microenvironment of ERα-negative tumors.

## Introduction

Estrogen receptor α (ERα) is a key element in the diagnosis and treatment of breast cancers. Indeed, its expression by cancer cells determines the use of hormonal treatments, such as tamoxifen or aromatase inhibitors, blocking the activity or the synthesis of estrogens, respectively 1, 2. Tamoxifen is a selective ER modulator (SERM) and is the most frequently prescribed drug in pre-menopausal women. It effectively inhibits estrogen-stimulated growth of breast cancer cells by competitively binding and blocking ERα. Although ERα-negative patients are considered to be non-responders, it has been noted that 5% to 10% of patients with ERα-negative tumors do benefit from adjuvant therapy, reducing the risk of recurrent disease by 9% (*P* = 0.03) and the mortality risk by 6% (not statistically significant) 3, 4. An increasing number of data argues that stromal ERα in the tumor microenvironment also contributes to malignant development and progression of various cancers 2. Indeed, ovariectomy decreases recurrence risk and mortality of breast cancer classified as ERα-positive and also as ERα-negative 5. Several studies have also delineated that estrogen action on the stromal tumor environment enhances tumor growth 6-9. Previously, we demonstrated that 17β-estradiol (E2) accelerates the growth of ERα-negative tumors (B16K1 melanoma, LLC lung and 4T1 mammary cancer cells) through the development of a vascular supply by activating stromal ERα that normalizes tumor angiogenesis 10. Interestingly, tamoxifen has shown some efficacy in reducing ERα-negative tumor growth by inhibiting angiogenesis in an ER-negative fibrosarcoma model 11 and in female mice with ER-negative lung cancer 12. Although tamoxifen has been used successfully for 40 years in medicine, understanding the mechanisms of action of tamoxifen on tumor microenvironment needs particular investigation. In this context, we shed light on the molecular mechanisms activated by E2 to induce ERα-negative tumor growth and by tamoxifen to block the E2-induced ERα-negative tumor growth.

ERα protein is a member of the nuclear receptor (NR) family of transcriptional regulators. ERα modulates gene transcription in a cell and tissue-specific manner through their two activation functions (AFs), AF1 and AF2, which are necessary for the recruitment of transcriptional machinery by ERα 13. Several studies have shown that ERα contributes to angiogenesis principally through the transcriptional regulation of genes encoding angiogenic factors such as Fibroblast Growth Factor-2 12, 14, Vascular Endothelial Growth Factor (VEGF) and their receptors VEGFRs 15, 16. These ERα-dependent transcriptional regulations (so-called nuclear actions) are essential for E2-induced angiogenesis. Nevertheless, the direct involvement of AF1 or AF2 functions of ERα in E2-induced angiogenesis has not been investigated yet. Moreover, additional evidences suggest that the rapid actions of estrogen could also be relevant. These rapid effects have been attributed to “Membrane-Initiated Steroid Signaling” (MISS) but do not exclude subsequent potential transcription activity 17, 18. Membrane ERα is crucial for vascular effects of estrogen 19-21. Using mice deficient for membrane-anchored ERα, through the mutation of the palmitoylation site Cys451 of ERα (ERα-C451A mice) in which the E2-induced endothelial cell migration is lost, we demonstrated that membrane ERα signaling is necessary and even sufficient to mediate E2-induced vasodilatation and E2-induced re-endothelialization 22. Some studies demonstrated a direct involvement of MISS signaling in angiogenesis acting on endothelial cell migration, largely through rapid signaling pathways including eNOS, PI3K/Akt and Erk 5, 23. Nevertheless, the role of membrane ERα signaling in tumor angiogenesis *in vivo* has never been investigated yet.

In the present study, using the model of ERα-negative cancer cells B16K1 grafted subcutaneously into syngeneic ovariectomized immunocompetent mice, the combination of genetic and pharmacological approaches revealed that both nuclear (AF1/AF2-mediated) and membrane actions of ERα are required for the pro-tumoral effects of E2 while the sole activation of membrane signaling of ERα is not sufficient. More importantly, this work provides evidences that tamoxifen alone has no impact on the growth of ERα-negative tumors, but that it antagonizes E2-induced tumor growth by inhibiting angiogenesis in parallel to vessel normalization. Finally, RNA sequencing indicates that 4-hydroxytamoxifen (4-OHT), the metabolite of tamoxifen, not only antagonizes the E2-induced genes but elicits a specific transcriptional program in endothelial cells that impacts both angiogenesis and endothelial metabolism (glycolysis and oxidative phosphorylation) through the regulation of key transcription factors.

## Materials and Methods

### Animals

Female C57BL/6J mice were purchased from Charles River. Mice deleted for ERα (ERα^-/-^), ERα-AF1 (ERα-AF1^0^), ERα-AF2 (ERα-AF2^0^) and mutated for C451A (C451A-ERα) have been previously described 22, 24. All procedures were performed in accordance with the guidelines established by the National Institute of Medical Research and were approved by the local Ethical Committee of Animal Care and French Ministry of Research (Protocols# CEA-122-DAP-2015-15 and CEA-122-2022120814504579). Mice were ovariectomized at 4 weeks of age. Two weeks after ovariectomy, mice were treated with E2 (0.01 mg in 60-day-release pellets, Innovative Research of America), Tamoxifen (1.5-4 mg in 60-day-release pellets, Innovative Research of America), EDC (estradiol dendrimer conjugate, 240 µg⋅kg^-1^⋅d^-1^, kindly provided by J. Katzenellenbogen, using Alzet minipumps) or empty dendrimer at a rate identical to that delivered with EDC as a control 25, 26.

### Cell culture

B16K1 is a genetically modified cell line obtained from B16F10 cells, which stably express MHC-I molecule H-2Kb 10. B16K1 was last authenticated in February 2012 by Leibniz-Institut DSMZ GmbH. B16K1 cell were cultivated in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS. Immortalized human aortic endothelial cells (TeloHAEC, ATCC-CRL-4052) were a gift from A.Salvayre-Negre (INSERM U1297, I2MC, Toulouse) and cultivated in Endothelial Cell Growth medium (Promocell C-22010) with 1x penicillin/streptomycin (Sigma). B16K1 and TeloHAEC cells were cultivated at 37°C, 5% CO_2_.

### *In vivo* tumor models and quantification of vessel density and vessel normalization

Tumor B16K1 cells (4x10^5^ cells resuspended in PBS) were injected subcutaneously to both flanks of wild type (WT) or transgenic C57BL/6J mice. Tumor volume was measured every 2 to 3 days with digital caliper and calculated as V (mm^3^) = π x ((width)2 x length)/6. Before euthanasia, mice were anesthetized and perfused by intravenous injection of fluorescein isothiocyanate (FITC)- conjugated lectin (100 μg in 100 μl 0.9% NaCl, #FL-1171, Vector Laboratories, CA, USA) that was allowed to circulate for 5 minutes. The tumor vasculature was then fixed by intracardiac perfusion of 4% PFA and then embedded in OCT. Following lectin-FITC injection, fluorescence and photostability of FITC-conjugated lectin was enhanced with the AlexaFluor 488 Signal-Amplification Kit performed on 6 μm-thick tumor sections (Molecular Probes). Immunostainings were performed using primary antibodies: anti-CD31 (MEC13.3, BD Pharmingen), anti-αSMA conjugated-Cy3 (1A4, Sigma). Then sections were incubated with the conjugated secondary antibodies AlexaFluor 647 (Abcam) and the nuclei were counterstained with DAPI (Invitrogen, Life Technologies). The samples were then mounted with fluoromount-G (Southern Biotech), and acquired using a confocal microscope (Zeiss LSM900). The images were further processed using ImageJ 1.53v.

### Aortic rings assay

Mouse aortic ring assay was performed as previously described 27 on WT or transgenic mice ovariectomized and treated as previously described during 2-3 weeks before the procedure. Briefly, 2 mm aortic rings were cultured in collagen gel (1.5 mg/ml). The aortic rings were stimulated with 2.5% of autologous mice serum in MCDB131 medium (Gibco, 10372). The explants were cultured for 9 days at 37°C and 5% CO_2_.

### RNA-sequencing and differential gene expression analysis

Human endothelial TeloHAEC cells transduced with hERα-WT (TeloHAEC-hERα-WT 28) or not were cultured in Phenol-Red free Endothelial Cell growth medium (Promocell) with Penicillin/streptomycin (Sigma) and charcoaled-treated fetal calf serum, then treated for 6 hours with DMSO vehicle control, E2 (1nM) or 4-OHT (100 nM) alone or in combination with E2 before collection. Total RNA from TeloHAEC-hERα-WT was extracted through the phenol-chloroform method using TRIzol (Ambion) reagent. Sequencing was performed in paired-end (2x150 bp) on an Illumina NovaSeq sequencer at the Genewiz/Azenta commercial sequencing facility (Leipzig, Germany). All submitted samples had an RNA integrity number (RIN) >8. Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. Trimmed reads were mapped to the Homo sapiens GRCh38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2, with only unique reads that fell within exon regions being counted. Fastq files are accessible through the GEO portal 29 under the GSE219159 accession number. Differential gene expression analysis was performed using DESeq2 suite 30. Following the removal of genes with no detected expression, weakly expressed genes were filtered upon a threshold value of expression calculated by using the HTSfilter package 31. Genes were then declared as differentially regulated when their absolute fold change (FC) was > 1.5 with a BH adjusted *p*-value < 0.05. Functional annotations were made by interrogating MSigDB hallmarks 32 through the R cluster Profiler package 33 using enricher function for over-representation analysis (ORA) and the integrated GSEA function for global gene set enrichment analysis 34. Dot-plots of enriched Hallmarks terms as well as GSEA enrichment plots with ranked list metrics were generated using the enrich plot R library 35.

### Transcription factors binding motifs analysis

Enrichment for transcription factors binding motifs was assessed within a -10/+10 kb window centered on the TSS of genes regulated either by E2, 4-OHT or both ligands. To do so, we used the RcisTarget R package 34 to interrogate the presence of TF motifs or the presence of an actual TF binding site (TFBS) as determined from Encode knowledge in these windows (hg38 genome annotations). We retained associations having a Normalized Enrichment Score (NES) ≥ 3. Resulting motifs-to-genes and TFBS-to-genes-associations were then merged and sorted in order to generate a Transcription Factor-to-genes association file which was then transformed in incidence matrices using the Sort_Incidence_matrix function of the RcisTarget package and subsequently sorted in edges and nodes files compatible with visualization under Cytoscape v3.9.1 35.

### Gene Expression Analysis by RT-qPCR

Total RNA from TeloHAEC cells transduced or not was prepared using TRIzol. One thousand nanograms of RNA was reverse transcribed at 25 °C for 10 minutes and then at 37 °C for 2 hours in 20 µL final volume using the High-Capacity cDNA reverse transcriptase kit (Applied Biosystems). For gene expression, qPCR was performed using SsoFast Eva Green Supermix (Bio-Rad) on the Quant Studio 5 instrument (Applied Biosystems). Primers were validated by testing the PCR efficiency using standard curves (95% < efficiency < 105%) and are listed on **Table S1**. Gene expression was quantified using the comparative Ct (threshold cycle) method; Hypoxanthine guanine phosphoribosyl transferase (*HPRT*) was used as reference.

### Western Blot

Cells were harvested on ice, washed twice with cold PBS, collected, lysed in 50 mmol/L Tris-HCl, pH 7.5, 150 mmol/L NaCl, 1 mmol/L EDTA, 1% TritonX-100 (X100; Sigma) supplemented with protease and phosphatase inhibitors (sodium orthovanadate [S6508; Sigma], 1 mmol/L DTT, 2 mmol/L NaF [S1504; Sigma and complete Mini Protease Inhibitor Cocktail [ROCHE]). Western blotting was conducted using standard methods and as previously described 36 with the following primary antibodies: NR2F2 (ab41859, 1/1000, Abcam), NR2F6 (ab137496, 1/1000, Abcam), SMAD1 (#9743, 1/1000, Cell signaling). Protein ladder was the Lonza ProSieve™ QuadColor™ Protein Mark.

### Statistics

Results are expressed as the mean ± SEM. To test the effect of treatments or genotypes, one-way ANOVA or Kruskal-Wallis test was performed. To test the interaction between treatments and genotypes, a two-way ANOVA was carried out. When an interaction was observed between two variables, the effect of treatment was studied in each genotype using the Bonferroni post hoc test. A value of* P* < 0.05 was considered as statistically significant (*: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001). All statistics are presented on **Table S3**.

## Results

### Both nuclear and membrane ERα signaling are necessary to promote ERα-negative tumor growth while membrane ERα alone is not sufficient

We first determined the respective roles of nuclear and membrane ERα signaling in ERα-negative tumors. To do so, we injected the ERα-negative cancer cells B16K1 to immunocompetent ovariectomized mice deleted either for ERα-AF1 (ERα-AF1^0^) and ERα-AF2 (ERα-AF2^0^) nuclear sub-functions or harboring the C451A mutation of the palmitoylation site that abrogates membrane ERα signaling (ERα-C451A), treated or not with E2 (**Figure 1A**). As previously demonstrated, B16K1 cells were selected as representative ER-negative tumors because their growth is increased by E2 *in vivo* similarly to LL2 (lung cancer) and 4T1 (breast cancer) cells, although they do not express ERα and do not proliferate *in vitro* in response to E2 10. Whereas B16K1 tumor growth was increased *in vivo* in ovariectomized (OVX) mice treated with E2 in all WT mice, the E2-induced tumor growth was completely lost in both the ERα-AF1^0^ and ERα-AF2^0^ mice (**Figure 1B-C**), demonstrating the crucial role of both the AF1 and AF2 transactivation functions of ERα for E2-induced tumor growth. Vessel density was then measured upon FITC-conjugated lectin injection in ERα-AF1^0^ mice treated or not with E2 (**Figure 1D**). No increase in vessel density was observed in ERα-AF1^0^ mice as compared to ERα-WT mice.

In the ERα-C451A mice which do not express the membrane isoform of ERα but retain its nuclear effects 22, the pro-tumoral effect of E2 on B16K1 tumor growth (**Figure 1E**) is also abrogated. The contribution of membrane effects of ERα was next evaluated using C57BL6/J mice treated with estrogen conjugated to a dendrimer (EDC), a selective activator of the extracellular signaling pathway of ERα 26 or its control dendrimer alone. In contrast to E2, EDC was able neither to promote tumor growth (**Figure 1F**), not to increase tumor angiogenesis as compared to E2 (**Figure 1G**).

Altogether, these results demonstrate that nuclear and membrane ERα signaling sensitizes the ERα-negative tumor growth while membrane ERα alone is not sufficient.

### Tamoxifen antagonizes the pro-tumoral effect of E2 on ERα-negative tumor growth by inhibiting the E2-induced tumoral angiogenesis

Tamoxifen, known as an ERα-AF1 partial agonist and an ERα-AF2 antagonist has largely demonstrated its efficacy to antagonize the proliferative effect of estrogen on ER-positive tumor proliferation 37. Here, we then tested the effects of tamoxifen on the model of B16K1 cells injected into WT immunocompetent mice. First of all, we compared to E2 the effect of tamoxifen alone when administered 15 days before tumor cell graft (**Figure 2A**) and we also investigated tamoxifen effects when tumors were already present by starting the treatment at day 4 after B16K1 cell injection in OVX mice (**Figure 2B**). Tamoxifen alone had no impact on tumor growth (**Figure 2C**) and upon an E2 treatment, tamoxifen antagonized the pro-tumoral effect of E2 on ERα-negative tumor growth (**Figure 2D**). Importantly, these data indicate that tamoxifen can efficiently reduce the growth of ERα-negative tumors.

Since we previously demonstrated that this E2-induced ER-negative tumor growth is dependent on the expression of ERα in endothelial cells, promoting a normalized angiogenesis and tumor growth 10, the effect of tamoxifen on vascular density and vessel normalization was evaluated using a double CD31 and pericyte marker α-smooth muscle actin (αSMA) immunostaining (representative pictures in **Figure 2E)**. Contrary to E2, which induced an increase of tumor vascular density 10, tamoxifen alone had no impact on vessel density (**Figure 2E-F**). Furthermore, when tamoxifen was injected on E2-treated mice, the vessel density was also decreased compared to the E2-treated mice, indicative of an inhibition of angiogenesis by tamoxifen treatment. Although tamoxifen treatment had a negative effect on tumor vascular density, pericyte coverage quantification indicates that tamoxifen leads to tumor vessel normalization in the same way than E2 treatment (**Figure 2E-G**).

The impact of tamoxifen was also evaluated in intact mice with endogenous circulating E2 (**Figure 2H).** Tamoxifen treatment initiated on day 4 after B16K1 cell injection also reduced growth of ERα-negative tumors in these intact mice (**Figure 2I).** Tamoxifen did also inhibit tumoral angiogenesis although it had no impact on pericyte coverage compared with untreated mice (**Figure 2J-L**).

Overall, these results demonstrate that tamoxifen reduced the growth of ERα-negative tumors through inhibition of angiogenesis but promotion of vessel normalization.

### Tamoxifen antagonizes the E2-induced angiogenesis *in vivo* and *ex vivo* in aortic ring assay

We then analyzed vessel outgrowth in the *ex vivo* aortic ring model in ovariectomized mice treated or not with E2. These E2-induce effects on aortic vessel formation were fully dependent of ERα expression since these E2-induced effects were completely abrogated in aortic rings isolated from ERα-deficient mice treated or not with E2 (**Figure 3A**). To better explore the effect of tamoxifen on E2-dependent angiogenesis, we also analyzed vessel outgrowth in mice treated with tamoxifen, E2 or combined all together. Tamoxifen alone had no effect on the number of vessel outgrowths as already described 11. However, co-administration of tamoxifen with E2 drastically reduced the E2-induced vessel formation (**Figure 3B-C**).

Thus, these results confirm that tamoxifen inhibits the E2-induced angiogenesis outgrowth *ex vivo*.

### 4-hydroxytamoxifen elicits a differential transcriptional program from that of E2, while it fully antagonizes the E2 transcriptional effects in endothelial cells *in vitro*

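TeloHAEC-hERα-WT cells, a telomerase-immortalized line of human aortic endothelial cells carrying human ERα by transduction, received DMSO, 1 nM E2, 100 nM 4-OHT or both ligands for 6 h, with 6 libraries per group and 24 in all. The deposited values are raw read counts per gene on GRCh38, from reads that fell uniquely within exons, and were not normalized or filtered. Each library lists 57500 genes, of which 16398 had 0 reads in every library. Total counts per library ranged from 30509576 to 97082363, with medians of 77146324 for DMSO, 50913673 for E2, 45022207 for 4-OHT and 35344770 for E2+4-OHT. Counts were normalized with edgeR's TMM factors, and a data-based filter of the kind that the authors applied, which keeps genes above a normalized count of 200 in at least 1 library, left 11482 genes. These were tested with edgeR's quasi-likelihood test in a single fit of all 24 libraries. A gene was called regulated at a fold change over 1.5 in either direction together with a Benjamini-Hochberg adjusted p under 0.05. The transduced receptor gene ESR1, on chromosome 6, had 168030 ± 10010 normalized counts (SD, n = 6) under DMSO and between 194130 and 203690 on average under the other 3 treatments. The median coefficient of variation between replicates was 4.4%.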

To get insights into the molecular mechanisms of tamoxifen and E2 on endothelial cells, we performed RNA sequencing (RNA-Seq) on the ERα-transduced human endothelial cells (TeloHAEC-hERα-WT) that were acutely treated with E2, 4-hydroxytamoxifen (4-OHT, the active metabolite of tamoxifen) alone or in combination (E2+4-OHT). Gene regulations by E2, 4-OHT, vehicle and the co-treatment were compared and are presented on the heatmap (**Figure 4A**). 

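Among named genes with a mean normalized count of at least 50, the largest rises under E2 over DMSO were those of FAM25A (log2 fold change 5.53), CNR1 (5.38) and WNT16 (4.68), and the largest falls those of CXCL1 (-2.76), CXCL8 (-2.39) and IL1A (-1.82). Under 4-OHT the largest rises were those of SYNPO2L (6.97), FAM25A (6.26) and CYP1B1 (6.03), and the largest falls those of CBFA2T3 (-2.72), C2CD2 (-2.15) and GCOM1 (-2.05). Of the 50-base words in the FAM25A transcript, 68.5% also occur in transcripts of other genes, and GCOM1 overlaps MYZAP and POLR2M on the same strand, so reads cannot be assigned to either gene without that limit. CYP1B1 rose from 34.0 ± 9.53 normalized counts (SD, n = 6) under DMSO to 707.2 ± 76.6 under E2, 2210 ± 162 under 4-OHT and 2430 ± 101 under E2+4-OHT. CXCL8 fell from 1696 ± 166 under DMSO to 322.8 ± 31.0 under E2, whereas it stood at 1923 ± 182 under 4-OHT.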

The number of significantly regulated genes at a fold change >1.5 over vehicle with a BH adjusted *P*-value < 0.05 are presented in the Venn diagram (**Figure 4B**).

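With these thresholds E2 regulated 637 genes over DMSO, of which 485 were raised and 152 lowered. For 4-OHT the number was 956, with 390 raised and 566 lowered, and for E2+4-OHT it was 1039, with 426 raised and 613 lowered. That more were lowered than raised depends on the filter: under filterByExpr, edgeR's filter that keeps more low counts, 1288 were raised and 1089 lowered by 4-OHT, and 1424 and 1149 by E2+4-OHT, and without a filter 1851 and 1320, and 2196 and 1374. In all, 1394 genes were regulated by at least 1 treatment, and 306 by all 3. The alternative that moved these numbers most was to drop the fold change threshold and keep the adjusted p alone, which gave 6533 genes for E2, 6908 for 4-OHT and 7556 for E2+4-OHT. With it E2 raised 3202 and lowered 3331.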

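A direct comparison of the E2 and 4-OHT libraries found 871 genes that differed, 651 of them higher under E2 and 220 higher under 4-OHT. Under filterByExpr these were 1193 and 932, without a filter 1407 and 1236, and with the adjusted p alone 3223 and 3365, so the excess under E2 depends on the filter and the fold change threshold. Of the genes called for E2 and not for 4-OHT, 323 in number, 158 also differed in this direct comparison, and 237 had a 4-OHT fold change of the same sign as that of E2. Of the 642 genes called for 4-OHT and not for E2, 380 differed directly between the ligands, and 489 were lowered and 153 raised by 4-OHT. Without a filter, 1076 were lowered and 1105 raised.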

Importantly, the panels of genes regulated by E2 or 4-OHT over vehicle are substantially different. Indeed, E2 and 4-OHT differentially regulate 637 and 968 genes respectively, with only 301 commonly regulated genes. 

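Both ligands regulated 314 genes, which is 49.3% of the genes of E2 and 32.8% of those of 4-OHT. Among them, 234 were raised by both ligands and 61 lowered by both. The other 19 went in opposite directions, 16 raised by E2 and lowered by 4-OHT and 3 the reverse. Across these genes the log2 fold changes of E2 and 4-OHT had a Pearson correlation of 0.824 and a Spearman correlation of 0.766. Genes are not independent replicates, and both fold changes share the DMSO libraries. In 20 simulations every library, DMSO included, was drawn from the DMSO means and spread, without a treatment effect. There the sharing alone gave a mean correlation of 0.431 at the same genes, with 64.9% of them of the same sign. No gene was called in both comparisons. Those libraries hold noise only, so 0.431 is not the part of 0.824 that sharing explains. With separate DMSO libraries as controls of the 2 comparisons, 313 genes were common and the Pearson correlation was 0.812.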

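Of the 1039 genes regulated by E2+4-OHT over DMSO, 898 were also regulated by 4-OHT alone, or 86.4%, and 332 were also regulated by E2 alone. The remaining 115 were called for neither ligand alone. Compared directly, E2+4-OHT and 4-OHT differed in 0 genes at these thresholds. At an unadjusted p under 0.05 there were 1618 genes, where 574.1 would come by chance. In subsets of the 4-OHT libraries chosen after the data were seen, there were 2765 with replicates 1, 2 and 4 and 381 with replicates 3, 5 and 6. With all 6, 2 genes passed an adjusted p of 0.05 without the fold change threshold. They were named after their values were seen: ANGPT2, with a log2 fold change of 0.19 (standard error 0.0303, adjusted p = 0.0086, edgeR's quasi-likelihood test), and CABLES1, with -0.18 (standard error 0.0312, adjusted p = 0.0208). ANGPT2 overlaps MCPH1, which lies on the opposite strand. E2+4-OHT differed from E2 in 915 genes, of which 242 were higher and 673 lower. Under filterByExpr these were 1071 and 1225, without a filter 1508 and 1410, and with the adjusted p alone 3490 and 3375.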

Interestingly, the co-treatment differentially regulates 1,044 genes but almost all of them are also found in the 4-OHT condition. This is consistent with the Principal Component Analysis (*PCA*) classification of the transcriptomes of the different samples (**Figure S1**) demonstrating that samples treated with 4-OHT alone or with the co-treatment are quite similar, as opposed to the ones treated with vehicle or E2.

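On TMM-normalized log2 values of the 500 most variable genes, the first principal component held 64.0% of the variance, the second 30.6% and the third 1.97%. The DMSO libraries lay between 20.8 and 22.3 on the first component and the E2 libraries between 2.8 and 4.5. The 4-OHT libraries lay between -13.3 and -10, and those of E2+4-OHT between -13.6 and -12.2. The centroids of 4-OHT and E2+4-OHT were 3.87 apart, which is 12.7% of the distance of 30.4 between DMSO and E2, while libraries lay 3.85 on average from the centroid of their own group. In an exact two-sided permutation test over every split of these 12 libraries, 65 gave a distance as large (p = 0.141).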

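E2 and E2+4-OHT had 332 regulated genes in common. The log2 fold changes over DMSO of these genes had a Pearson correlation of 0.819 (95% interval 0.781 to 0.852, across genes) and a Spearman correlation of 0.768. The simulated libraries without a treatment effect gave 0.402 on average at these genes from the shared DMSO libraries alone. With separate DMSO libraries as controls of the 2 comparisons, 328 genes were common and the Pearson correlation was 0.820.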

More importantly, the analyses of the genes commonly regulated by E2 or by the co-treatment indicate that most of the genes are inversely regulated between these two treatments (**Figure 4C**). Indeed, most of the genes (66%) that are up-regulated by E2 are down-regulated by the co-treatment and inversely, 13 % of genes that are down-regulated by E2 are up-regulated by the co-treatment, with only 14 % and 3 % of genes being commonly regulated. In contrast, the variations of expression of the genes commonly regulated by 4-OHT and the co-treatment are going in the same direction (with 21% upregulated and 72 % down-regulated, **Figure 4D**). These results support that 4-OHT inhibits the transcriptional program initiated by E2 in endothelial cells and initiates a reprogramming of the transcription.

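By direction over DMSO, 74.4% of the common genes, or 247, were raised by both E2 and E2+4-OHT, and 19.0%, or 63, were lowered by both. A further 4.22%, or 14 genes, were raised by E2 and lowered by E2+4-OHT, and 2.41%, or 8 genes, the reverse. The share in opposite directions was therefore 6.63% (95% Wilson interval 4.42 to 9.83). When the adjusted p alone defined the common genes, that share was 20.8%. In the simulated libraries, which hold noise and no treatment effect, 35.7% of the same genes had opposite signs. With separate DMSO libraries as controls of the 2 comparisons, the share in opposite directions was 6.71%.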

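All 898 genes regulated by both 4-OHT and E2+4-OHT changed in the same direction over DMSO, 369 of them, or 41.1%, upward and 529, or 58.9%, downward. The share upward was 55.7% under filterByExpr and 59.1% without a filter. Their log2 fold changes had a Pearson correlation of 0.997 and a Spearman correlation of 0.982 across genes. With DMSO replicates 1 to 3 as the controls of one comparison and 4 to 6 as those of the other, the Pearson correlation was 0.995. The simulated libraries gave 0.482 on average at these genes from the shared DMSO libraries alone.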

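The interaction of the ligands, which asks whether the effect of E2 in the presence of 4-OHT differs from its effect without it, was significant with a fold of over 1.5 in 630 genes. The interaction term was negative in 480 of them and positive in 150, and for a gene that E2 alone lowers a positive term can mean that the lowering is lost beside 4-OHT. With the adjusted p alone, 2360 terms were negative and 2178 positive. Under edgeR's glmTreat, which tests against a fold of 1.5 itself, these were 303 and 37. Of the 637 genes regulated by E2, 566, or 88.9%, were among the 630 genes, and 253 differed directly between E2+4-OHT and E2. Since E2+4-OHT and 4-OHT differed in 0 genes, the term lies near the E2 effect with its sign turned, so this overlap largely follows. A negative term also arises where 4-OHT alone raises a gene and E2 adds little. Of the 485 genes raised by E2, 4-OHT alone raised 234. From the directions of regulation in Figure 4C and Figure 4D, the paper proposes that 4-OHT inhibits the program that E2 starts and reprograms transcription.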

These observations correlate with the GSEA (Gene Set enrichment pathways) functional pathways analysis (**Figure 4E**). Indeed, treatments with E2 or 4-OHT alone substantially differ in terms of regulated pathways. Pathways such as early and late estrogen response are specifically upregulated by E2, while E2F targets (a group of genes that encodes a family of transcription factors) are pathways observed in the 4-OHT and the co-treatment conditions. 

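The hallmark collection was not at hand, so lists of genes written for each process stood in for it. They were tested with limma's camera, at a preset inter-gene correlation of 0.01, and adjusted over 48 tests of 12 lists in 4 comparisons. The 42 tested genes of the estrogen response list had a median log2 fold change of 0.09 under E2 (adjusted p = 0.0213 by limma's camera, 28 of 42 genes higher) and -0.26 under 4-OHT (adjusted p = 0.000777, 30 of 42 lower), and under E2+4-OHT the median was -0.22 (adjusted p = 0.00141; under filterByExpr 0.0503, in a range from 5.41e-13 to 0.606 over all alternatives). In the list of E2F targets and replication genes, 64 of 70 were lower under E2, with a median of -0.23 (adjusted p = 1.5e-07). Its median was -0.05 under 4-OHT (adjusted p = 0.527) and -0.05 under E2+4-OHT (adjusted p = 0.527). Compared directly, 63 of 70 were lower under E2 than under 4-OHT, with a median of -0.21 (adjusted p = 1.36e-05, limma's camera). Of the 48 tests 14 passed an adjusted p of 0.05. All 14 held under limma's fry. Unlike camera, fry does not set a list against the other genes, so it answers a different question and is weak support here. With the inter-gene correlation estimated from the data, camera kept 0 of them.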

Interestingly, these analyses identified the angiogenesis and the apical junction hallmarks as being down-regulated by 4-OHT in endothelial cells (**Figure 4F**, NES = -2,17 and FDR q-val = 0.0067).

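The angiogenesis list, with 22 genes tested, had a median log2 fold change of -0.17 under 4-OHT, with 17 genes lower and 5 higher (adjusted p = 0.0446, limma's camera). Under filterByExpr the adjusted p was 0.0606, and over all alternatives it ranged from 2.49e-11 to 0.701. Of the 62 apical junction genes tested, 40 were lower under 4-OHT, with a median of -0.10 that did not pass the threshold (adjusted p = 0.0597). With only the 2 groups compared in the fit it did, at 0.0458, in a range from 3.36e-07 to 0.701 over all alternatives. Under E2 the medians were -0.04 for angiogenesis (adjusted p = 0.898) and -0.003 for apical junction (adjusted p = 0.921; under fry 0.0334, the lowest of alternatives that reached 0.968). For E2 against 4-OHT they were 0.08 and 0.09, both with an adjusted p of 0.0446.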

Among the dysregulated genes, we found many genes encoding for angiogenic factors such as *VEGF-A, FGF-2, SCUBE2* and* ANGPT2,* or genes of the Notch signaling pathway such as *DLL4* and *HEYL* that are significantly upregulated by E2 and differentially regulated between E2 and 4-OHT (**Figure 4G**). 

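ANGPT2, on chromosome 8 from 6499651 to 6563409, had 2288 ± 133 normalized counts (SD, n = 6) under DMSO, 4209 ± 48.7 under E2 and 1618 ± 37.7 under 4-OHT. Its log2 fold change under E2 was 0.90 (standard error 0.0279, adjusted p = 9.84e-22, edgeR's quasi-likelihood test). HEYL, a Notch target on chromosome 1, was scarce under DMSO with 14.4 ± 4.71 normalized counts and had 222.8 ± 31.9 under E2, a log2 fold change of 3.93, against 0.64 under 4-OHT. SCUBE2 rose by a log2 fold change of 0.95 under E2 and differed between E2 and 4-OHT by 1.22. A further 3 genes passed the adjusted p under E2 with a fold below 1.5: VEGFA at 0.18, FGF2 at 0.53 and DLL4 at 0.54. Between E2 and 4-OHT, the log2 fold change was 0.41 for VEGFA, 0.75 for FGF2 and 0.14 for DLL4 (adjusted p = 0.000854, edgeR's quasi-likelihood test), and DLL4 was itself higher under 4-OHT than under DMSO by 0.40. NUDT6 overlaps FGF2 and MCPH1 overlaps ANGPT2, each on the opposite strand. A list of other Notch genes, which holds 0 of the genes named by the paper and so not HEYL or DLL4, had 14 genes tested, with a median of 0.11 under E2 (adjusted p = 0.44) and 0.04 under 4-OHT (adjusted p = 0.822, limma's camera), and 0.12 for E2 against 4-OHT (adjusted p = 0.729). Fry called it up in all 3, at 4.95e-06, 0.00736 and 0.00736, the lowest of alternatives that reached 0.968 in each.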

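SOX7, on chromosome 8, fell from 4184 ± 108 normalized counts (SD, n = 6) under DMSO to 1485 ± 71.3 under 4-OHT and 1478 ± 89.8 under E2+4-OHT. The log2 fold change under 4-OHT was -1.47 (standard error 0.0347, adjusted p = 8.69e-25, edgeR's quasi-likelihood test). PDGFB at -1.11, HEY2 at -0.92 and NOTCH1 at -0.68 were also lowered by 4-OHT past both thresholds, and by E2+4-OHT at -1.18, -0.98 and -0.74. KDR, which encodes VEGFR2, had a log2 fold change of -0.47 under 4-OHT and DLL1 one of -0.39, past the adjusted p with a fold below 1.5. DLL1 overlaps FAM120B on the opposite strand. Under E2 these 6 genes had log2 fold changes from -0.16 for HEY2 to 0.02 for DLL1.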

In parallel, genes such as* VEGFR2, PDGFB, DLL1, NOTCH1, HEY2* and* SOX7* are significantly down-regulated by 4-OHT or the co-treatment. All these dysregulations were confirmed into 2 other independent experiments by RT-qPCR and are dependent of the ERα signaling since these effects are lost in non-transduced cells (**Figure S2**).

Altogether, these data demonstrate that tamoxifen antagonizes the E2-induced pathways, but also induces a specific transcriptional program in endothelial cells that inhibits angiogenesis.

### 4-hydroxytamoxifen differentially regulates glycolysis, oxidative phosphorylation and inflammatory response in endothelial cells

We then focused on the gene sets whose regulations by E2 are antagonized by 4-OHT (**Figure 5A**). Among these differentially regulated pathways, we found hallmarks for late and early estrogen response, the interferon α and γ response and also glycolysis. 

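For E2 against 4-OHT, the estrogen response list had a median log2 fold change of 0.35, with 33 of 42 genes higher under E2 (adjusted p = 9.19e-07, limma's camera). The list of 29 tested glycolysis genes, which holds 0 of the genes that the paper names and so leaves out HK1, HK2, PFKFB3, GCKR, ALDH3B1 and SLC2A1, had a median of -0.02, with 14 higher and 15 lower (adjusted p = 0.539), and over DMSO it had a median of -0.03 under E2 (adjusted p = 0.921) and 0.04 under 4-OHT (adjusted p = 0.527).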

Gene sets associated with interferon α response were found to be enriched and positively regulated by 4-OHT while this hallmark was down-regulated by E2. Conversely, gene sets associated with oxidative phosphorylation were up-regulated by E2 and significantly down-regulated by 4-OHT (**Figure 5B**). 

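Of 79 tested genes of the interferon α list, 51 were lower under E2, with a median log2 fold change of -0.07 (adjusted p = 0.166, limma's camera). Under 4-OHT 50 were higher, with a median of 0.08 (adjusted p = 0.664), and between E2 and 4-OHT the median was -0.14 (adjusted p = 0.0511). None of these 3 tests passed the threshold in camera. The comparison of E2 with 4-OHT did under fry, at 0.0395, and with only the 2 groups compared in the fit, at 0.024, in a range from 0.024 to 0.895 over all alternatives. Single genes did: 9 were lowered and 0 raised by E2 past both thresholds, and 2 were raised and 3 lowered by 4-OHT. With fry in place of camera, the adjusted p for E2 was 0.00675, the lowest of its alternatives, which reached 0.968.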

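Of 77 nuclear-encoded genes of oxidative phosphorylation tested, 44 were higher and 33 lower under E2, with a median log2 fold change of 0.007 (adjusted p = 0.664, limma's camera). Under 4-OHT 55 were lower and 22 higher, with a median of -0.04 (adjusted p = 0.29). Between E2 and 4-OHT 65 of 77 were higher under E2, with a median of 0.06 (adjusted p = 0.0752). This comparison passed under filterByExpr, at 0.0173 with 71 of 78 higher, and with only the 2 groups compared in the fit, at 0.0435, in a range from 0.0173 to 0.968 over all alternatives. For E2+4-OHT over DMSO, 17 of 77 were higher, with a median of -0.06 (adjusted p = 0.189), which under filterByExpr came to 0.0401, the lowest of alternatives that reached 0.968. No gene of the list was past both thresholds for E2 or 4-OHT over DMSO, or between the 2. The 13 genes encoded by mitochondrial DNA had medians of -0.03 under E2 (adjusted p = 0.585) and -0.01 under 4-OHT (adjusted p = 0.873).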

More importantly, genes involved in glycolysis were highly differentially regulated between E2 and 4-OHT. Indeed, many glycolytic genes such as *PFKFB3, HK1, HK2, GCKR* and* ALDH3B1,* were significantly upregulated by E2 and not regulated at all or down-regulated by 4-OHT as compared to vehicle (**Figure 5C**). 

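ALDH3B1, on chromosome 11 from 68008578 to 68029282, had 168.8 ± 20.5 normalized counts (SD, n = 6) under DMSO, 453.5 ± 26.6 under E2 and 48.3 ± 6.04 under 4-OHT. Its log2 fold change was 1.44 under E2 and -1.75 under 4-OHT (adjusted p = 5.04e-14, edgeR's quasi-likelihood test). The other 4 genes passed the adjusted p under E2 with a fold below 1.5: PFKFB3 at 0.28, HK1 at 0.19, HK2 at 0.35 and GCKR at 0.41. Under 4-OHT, GCKR had a log2 fold change of -1.19, PFKFB3 one of -0.39 and HK1 one of -0.40, of which that of GCKR alone exceeded the fold threshold. HK2 was not distinguishable from DMSO under 4-OHT at 0.12 (standard error 0.0549, adjusted p = 0.0704). Between E2 and 4-OHT, PFKFB3 differed by 0.67, HK1 by 0.60, GCKR by 1.61 and HK2 by 0.23.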

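SLC2A1, which encodes GLUT1 and lies on chromosome 1 from 42925375 to 42959173, had 1450 ± 119.2 normalized counts (SD, n = 6) under DMSO, 1892 ± 82.3 under E2, 1522 ± 109 under 4-OHT and 1492 ± 55.0 under E2+4-OHT. Its log2 fold change over DMSO was 0.40 under E2 (standard error 0.043, adjusted p = 2.73e-09, edgeR's quasi-likelihood test) and 0.10 under 4-OHT (adjusted p = 0.0432), neither beyond a fold of 1.5. SLC2A4, which encodes GLUT4, had 40.6 ± 3.04 normalized counts under DMSO, 202.4 ± 8.03 under E2, 196.5 ± 18.2 under 4-OHT and 237.8 ± 23.8 under E2+4-OHT. Its log2 fold changes were 2.32, 2.29 and 2.57, and between E2 and 4-OHT the difference was 0.03 (adjusted p = 0.738).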

Expression of the *GLUT1* glucose transporter gene was upregulated by E2 and to a lesser extent by 4-OHT while expression of the less expressed *GLUT4* gene was upregulated by all treatments. Expression of some genes encoding for mitochondrial enzymes such as *PDK4*, *ACSS1* and *AACS* were also highly differentially dysregulated between E2 and 4-OHT (**Figure 5C**). 

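PDK4, on chromosome 7, had 864.0 ± 73.2 normalized counts (SD, n = 6) under DMSO, 2305 ± 169 under E2, 1459 ± 132 under 4-OHT and 1622 ± 79.2 under E2+4-OHT. Both ligands raised it, by a log2 fold change of 1.43 under E2 and 0.78 under 4-OHT (adjusted p = 3.92e-12, edgeR's quasi-likelihood test), and E2 exceeded 4-OHT by 0.66, a difference no longer called under edgeR's glmTreat. ACSS1 rose by 1.44 under E2 and stood at -0.19 under 4-OHT. AACS rose by 0.78 under E2 and 0.47 under 4-OHT, and the difference between the ligands, 0.30, lay below a fold of 1.5. MPC1 had a log2 fold change of 0.82 under E2 and 0.02 under 4-OHT (adjusted p = 0.641), and SLC16A1 of 0.56 and 0.19.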

Down-regulation of the pyruvate dehydrogenase kinase PDK4 is particularly relevant because this kinase is known as a gatekeeper directing the carbon flux into glycolysis and playing a central role in the switch from glycolysis to oxidative phosphorylation.

These data clearly show that, in endothelial cells, 4-OHT prevents the activation of pathways related to glycolysis, oxidative phosphorylation and inflammatory responses, inversely to E2.

### 4-hydroxytamoxifen differentially regulates transcription factors required to sustain E2 action in endothelial cells

To gain additional insights into these differential gene regulations between E2 and 4-OHT, we sought to identify specific transcription factors (TF) potentially involved in these processes. 

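Of the genes called for E2 and not 4-OHT, 235 were raised and 88 lowered by E2. Of those called for 4-OHT and not E2, 489 were lowered and 153 raised. Under filterByExpr, 868 of the latter were lowered and 628 raised, and the order reversed without a filter (1076 and 1105) and with the adjusted p alone (1030 and 1344). For the genes called for E2 and not 4-OHT it reversed with the adjusted p alone, with 770 raised and 1229 lowered. Within the common genes, 99 of 314 also differed past both thresholds between E2 and 4-OHT. A call in the presence of a single ligand is not by itself a difference between the ligands, which the direct comparison tests.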

First, we focused on gene subsets specifically regulated by each treatment (only by E2 in red or only by 4-OHT in green, **Figure 6A**, left panel) or commonly by both treatments (black category). Then, we analyzed the proximal regions of these genes (defined as a 10 kb window centered on the transcription start site -TSS) for the presence of transcription factor (TF)-DNA binding elements (**Figure 6A**, left panel and **Table S2**). Interestingly, this analysis identified 7 clusters of TFs that are specific for a given subset of genes: 94 TFs for the genes regulated by E2 only (cluster I.a), 73 TFs for those regulated by 4-OHT only (II.b) and 64 TFs in the case of genes regulated by either E2 or 4-OHT (cluster IV). Some TFs were found to possibly bind near genes regulated by the 2 ligands (clusters III.a and III.b) or by E2 and both treatments (cluster I.b, 24 TFs) or by 4-OHT and both treatments (cluster II.b). Interestingly, ERα binding motifs such as estrogen response elements (EREs) were detected at the vicinity of genes regulated by E2 only or E2 and 4-OHT but not near those regulated only by 4-OHT (position highlighted within cluster I.b). To identify putative regulators that could explain 4-OHT adverse effects on E2-mediated regulations, we identified the transcriptional status of these TFs within our RNA-seq data (**Figure 6A**, right panel). We observed that a number of the identified TFs were differentially regulated by E2 and 4-OHT. The blue or yellow boxes highlight TFs that are down-regulated or up-regulated by 4-OHT, respectively. The white boxes depict TFs having lost their E2-mediated-regulation upon the action of 4-OHT. 

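Of 65 genes that the paper names in its RNA-Seq text and figures, 64 passed the filter. E2 raised 26 of them past both thresholds and lowered 0. Without the fold change threshold, 60 passed an adjusted p of 0.05 for E2, over all genes tested and also when adjusted over the list alone. For 4-OHT, 21 were raised and 20 lowered, and 61 passed the adjusted p over all genes against 62 when adjusted over the list alone. E2 and 4-OHT differed in 32, of which 28 were higher under E2. The study chose these genes on the same libraries, so the values adjusted over the list are not independent evidence. Among transcription factors, SMAD6 had the most negative value under E2, a log2 fold change of -0.57 (adjusted p = 1.19e-11, edgeR's quasi-likelihood test).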

Strikingly, none of the identified TFs were down-regulated by E2 with a significant FC> 1.5. Importantly, genes encoding 24 of these 30 TFs were found to possess either an ERE in the vicinity of their TSS or JUN/FOS motifs on which ERα (*ESR1*) can be recruited through tethering the AP1 TF (**Figure 6B**).

Taken altogether, these analyzes nail some integrative regulations possibly involved in the distinct transcriptional activities of 4-OHT and E2 in the endothelial cells. For instance, among genes whose transcriptional regulations by E2 were not observed in 4-OHT conditions (Lost regulations, cluster I.a in **Figure 6A**), we found 4-OHT to down-regulate the expression of genes encoding *SMAD1, SMAD6, NR2F6* and* LTF* whilst being unable to recapitulate the up-regulation of *PPARA* and *PPARD* observed in the presence of E2 (**Figure 6C**). 

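Under 4-OHT, LTF had a log2 fold change over DMSO of -1.27 (standard error 0.0783), NR2F6 of -0.94 (0.0507), SMAD6 of -0.64 (0.0473) and SMAD1 of -0.60 (0.0328), all past both thresholds. Under E2, NR2F6 rose by 0.56 and LTF by 0.48, while SMAD1 was lower by a log2 fold change of -0.13. SMAD6 differed between E2 and 4-OHT by 0.08 (adjusted p = 0.19, edgeR's quasi-likelihood test). PPARA rose by 0.98 under E2 and 0.33 under 4-OHT, and PPARD by 0.62 under E2, against -0.14 under 4-OHT. Tested against a fold of 1.5 itself with edgeR's glmTreat, SMAD1, SMAD6 and PPARD were no longer called.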

Binding motifs for these TFs were identified in 75 % of the genes belonging to this cluster I.a, grouped within the network shown within **Figure 6C.** We observed that 4-OHT decreases the expression of SMAD1, NR2F6 and LTF mRNAs and prevented their induction by E2 (**Figure 6D**), suggesting that, in combination, a slight reduction in the amounts or functionality of these TFs could at least in part explain why these genes are not regulated by 4-OHT.

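NR2F6, on chromosome 19, had 3948 ± 233 normalized counts (SD, n = 6) under DMSO, 5766 ± 365 under E2, 2014 ± 195 under 4-OHT and 2063 ± 146 under E2+4-OHT. SMAD1 had 2779 ± 79.7 under DMSO, 2520 ± 172 under E2, 1803 ± 38.0 under 4-OHT and 1838 ± 18.4 under E2+4-OHT. The E2 mean of SMAD1 thus lay below that of DMSO. The libraries overlapped, from 2296 to 2753 under E2 and from 2682 to 2867 under DMSO. LTF had 293.7 ± 13.9 under DMSO, 406.2 ± 26.4 under E2, 118.98 ± 18.7 under 4-OHT and 120.9 ± 13.3 under E2+4-OHT.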

Similarly, 81.5% of the genes belonging to the cluster I.b, which also comprises genes that are not regulated by 4-OHT but for which the co-treatment with 4-OHT affects E2-regulations, could be linked to 4-OHT down-regulation of *NR2F2* (also known as COUPTFII, an important factor in endothelial cell growth, **Figure 6D**) and upregulation of *RARG* and *VDR* (not shown). 

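NR2F2, on chromosome 15, had 19444 ± 1154 normalized counts (SD, n = 6) under DMSO, 13429 ± 853 under E2, 10404 ± 440 under 4-OHT and 10199 ± 273.9 under E2+4-OHT. Its log2 fold change was -0.52 under E2 and -0.87 under 4-OHT (adjusted p = 1.51e-18, edgeR's quasi-likelihood test). RARG rose by 1.64 under E2 and 2.20 under 4-OHT, and VDR by 1.32 and 1.91. Between E2 and 4-OHT the log2 fold change was -0.56 for RARG and -0.60 for VDR.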

We confirmed that these TFs were regulated on a ERα-dependent manner by RT-qPCR (**Figure S3**) and also confirmed regulations of NR2F6, SMAD1 and NR2F2 proteins by western blot using specific antibodies (**Figure 6E**). 

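MYC, on chromosome 8, fell from 3696 ± 61.3 normalized counts (SD, n = 6) under DMSO to 1959 ± 120 under 4-OHT, a log2 fold change of -0.89 (adjusted p = 6.52e-20, edgeR's quasi-likelihood test), and had -0.28 under E2. TRPS1 rose by 0.75 and TCF7L2 by 0.67 under 4-OHT, and by 0.33 and 0.53 under E2. FOXC2 had a log2 fold change of -0.84 under 4-OHT. FOXC1 rose by 0.87 under E2, while under 4-OHT it stood at 0.05 (standard error 0.0321, adjusted p = 0.176).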

Interestingly, we found that the 4-OHT mediated up-regulation of *TRPS1* and *TCF7L2* together with the down-regulation of *MYC* and *FOXC2* or loss of regulation of *FOXC1* are associated with 271 (48%) of the genes regulated only by 4-OHT (cluster II.a, cf **Figure 6F-H**) which are mostly down-regulated genes (**Figure 6B**). Finally, within the TFs whose motifs were identified around genes regulated by both E2 and 4-OHT (cluster IV) the down-regulations of *KLF13/KLF11* and coincident up-regulations of *HOXB6/SIX4* and *ISL2* by 4-OHT could be linked to 100% of the genes whose regulations are statistically different between both ligands (**Figure 6G-H**).

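Under 4-OHT, KLF11 had a log2 fold change over DMSO of -0.74 and KLF13 of -0.59, which lies at the fold threshold, so that KLF13 was not called in the fit with the replicate number as a block (-0.58) or under glmTreat. SIX4 rose by 0.80, ISL2 by 0.66 and HOXB6 by 0.64 (standard error 0.0435, adjusted p = 9.13e-14, edgeR's quasi-likelihood test), of which ISL2 and HOXB6 were not called under glmTreat either. HOXB6 overlaps HOXB3 on the same strand, which limits the assignment of its reads. Under E2, SIX4 rose by 0.32, ISL2 by 0.46 and HOXB6 by 0.30, whereas KLF13 was higher by 0.25 and KLF11 lower at -0.12.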

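FLI1, on chromosome 11, had 9648 ± 117 normalized counts (SD, n = 6) under DMSO, 7628 ± 203 under E2 and 4188 ± 136 under 4-OHT. Its log2 fold change under 4-OHT was -1.18 (adjusted p = 6.91e-27, edgeR's quasi-likelihood test), and the antisense transcript SENCR overlaps it. MTA3 at -0.85, ETS2 at -0.74 and KLF2 at -0.62 were also lowered by 4-OHT past both thresholds. Under E2, the values were -0.32 for FLI1, -0.28 for MTA3, -0.37 for KLF2 and -0.03 for ETS2 (adjusted p = 0.481). KLF1 did not pass the filter, with means of 0.323 normalized counts under DMSO, 1.90 under E2, 2.23 under 4-OHT and 4.08 under E2+4-OHT, and was not tested.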

Altogether, these data suggest that E2 and 4-OHT regulations involve specific transcription factors and that 4-OHT is likely to impair the regulation of many E2-sensitive genes by downregulating the expression of specific transcription factors such as SMAD1, SMAD6, MTA3, NR2F6, LTF, NR2F2, ETS2, FLI1, KLF2, KLF1 and KLF13.

## Discussion

In the present study, the respective role of membrane and nuclear ERα signaling of E2 on ER-negative tumor growth and angiogenesis was evaluated in parallel with the effects of tamoxifen, which was the first clinically approved ER-targeted agent. Using transgenic mice mutated on ERα subfunctions, we uncovered that both nuclear and membrane ERα signaling are necessary for E2-induced ERα-negative tumor growth while activation of membrane ERα alone by EDC was not sufficient. This is consistent with the absence of ERα-negative tumor growth acceleration by E2 in ERα-AF2^0^ mice where there is a specific loss of nuclear ERα signaling with preservation of membrane ERα signaling 22, 38. These findings then indicate that ERα-negative tumor growth and angiogenesis requires both nuclear and membrane actions of ERα, that is one of the first vascular effects of E2 that implicates a contribution of these two effects 39.

We also explored the actions of tamoxifen in ERα-negative tumors growth and angiogenesis, since we recently demonstrated the complexity of actions of tamoxifen on vascular effects. Indeed, using mice harboring mutated specific functions of ERα, previous work of our laboratory evidenced that tamoxifen acts *in vivo* through nuclear ERα activation, and more precisely through the AF1 to accelerate endothelial healing in the endovascular model of carotid injury due to a direct action of smooth muscle cells 40 or to prevent neo-intimal hyperplasia 41. At the same time, it blocks the direct action of E2 on the endothelium and thereby inhibits reendothelialization in a model where the underlying smooth muscle cells are absent 40, 42, demonstrating that tamoxifen directly antagonizes the actions of E2 membrane activation of ERα 22, 39. In this study, we found that tamoxifen alone has no impact on tumor growth of ERα-negative tumor in ovariectomized mice. However, tamoxifen antagonizes the stromal membrane and nuclear actions of ERα and thus prevents the E2 pro-tumoral effects, due to an inhibition of angiogenesis observed both *in vivo,* and *ex vivo,* in aortic ring assays. The tamoxifen-induced inhibition of angiogenesis probably involves its antagonist actions on AF2 on endothelial cells, that are well documented in cultured cancer cells. It also inhibits membrane actions of E2 that have been implicated *in vitro* in endothelial cell migration, in which the E2-stimulated PI-3-kinase activity was blocked by tamoxifen 43. Moreover, in the tumoral context, the interactions between endothelial cells and smooth muscle cells are important for vessel normalization. In tumors, tamoxifen reduces angiogenesis but still increases pericyte coverage, that might have functional consequences in drug delivery 44. This can be compared to tamoxifen acceleration of re-endothelialization following mechanical injury where tamoxifen was found to impact smooth muscle cells, demonstrating that tamoxifen affects differently endothelial cells and pericytes as compared to E2 40. Indeed, many studies reported a dissociation between increased angiogenesis and normalization of the vessels. On the one hand, the SHP2 tyrosine phosphatase or the neural adhesion molecule L1 deletion reduced tumor angiogenesis but promoted vascular normalization 45, 46. On the other hand, Pten deletion enhanced angiogenesis and caused an impaired recruitment of pericytes 42.

This study supports data of clinical trials showing the efficacy of tamoxifen not only on ERα-positive breast tumors where it acts by competing with E2 for binding to the ER in the tumor tissue, but also in breast tumors without ER where 5-10% response rate has been reported 3, 4. Moreover, in clinical trials of patients with melanoma treated with chemotherapy including tamoxifen or not, the inclusion of tamoxifen improved the overall and the partial response 47. In experimental murine models, tamoxifen has also shown some efficacy in reducing tumor volume and blood vessels network in lung tumors of female mice when compared to control mice 12.

Interestingly, our large-scale transcriptomic analyses on endothelial cells revealed that 4-OHT, a metabolite of tamoxifen, not only antagonizes transcription of some E2-induced genes, but also elicits its own transcriptional response. Transcriptional analysis of the impact of 4-OHT has been widely performed in MCF7 or in tamoxifen-resistant breast cancers 48, 49 since tamoxifen remains an important drug in the adjuvant and metastasis setting of ERα-positive tumors. This is the first time to our knowledge that this transcriptional effect of tamoxifen was evaluated in endothelial cells. In contrast to breast cancer MCF7 cells 48, in which 13% of the genes induced by E2 are also upregulated by tamoxifen and only 3% of E2- induced genes are down-regulated by tamoxifen, a majority of the upregulated genes by E2 (66%) were down-regulated by 4-OHT in endothelial cells. These data demonstrate that the transcriptional response of tamoxifen in breast cancer cells differs from that of endothelial cells 14, 50, 51.

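Of the 485 genes raised by E2 over DMSO in the endothelial cells, 234, or 48.2%, were also raised by 4-OHT, 16, or 3.3%, were lowered by 4-OHT and 235 were not called. Among the alternatives the share also raised ranged from 47.3% under glmTreat to 57.1% with the adjusted p alone, and the share lowered from 2.2% to 18.8% under the same 2. Their median log2 fold change was 0.91 under E2 and 0.57 under 4-OHT. In 75.9% of them the value under 4-OHT lay closer to DMSO than the value under E2, and 403 lay above DMSO under 4-OHT against 82 below. Under E2+4-OHT, 247 were raised and 14 lowered, with a median of 0.60.

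**Figure D1:**
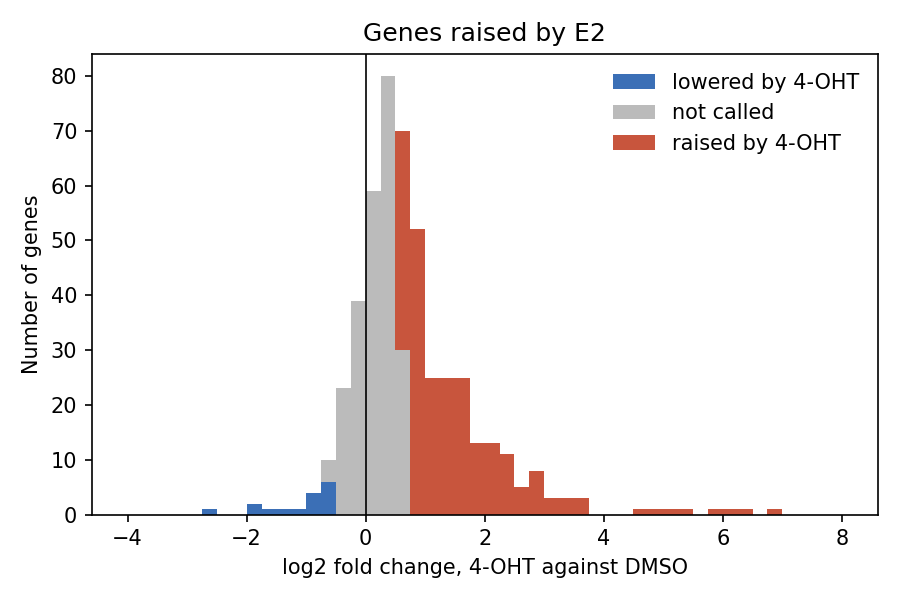
Histogram of the log2 fold change under 4-OHT over DMSO (horizontal axis) for the 485 genes raised by E2, with the number of genes on the vertical axis, colored by whether 4-OHT raised, lowered or did not regulate the gene. Most bars lie to the right of 0, where 403 genes stand.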

More importantly, we also demonstrate that 4-OHT-tamoxifen differentially regulates not only the pro-angiogenic growth factors in endothelial cells, but also modulates glycolysis. This is particularly relevant in the therapeutic prospective of cancer treatment since a new paradigm for modulating angiogenesis has emerged by targeting endothelial metabolism and not the angiogenic factors that have demonstrated some limits in the success of VEGF-targeted therapy. Indeed, many studies have recently highlighted how endothelial cells adapt their metabolism to proliferate or migrate during vessel sprouting with metabolism co-determining vessel sprouting 52, 53. Hyperproliferative endothelial cells in cancer have high rates of glycolysis to optimize their energy production. One subject of intense research so far was the study of the role of the 6-phosphofructose-2-kinase fructiose-2,6-biphosphatase 3 (PFKFB3), that is generally upregulated in tumor endothelial cells 54. This gene is differentially regulated by E2 and tamoxifen, together with many genes of this glycolytic pathway including the hexokinase 1, 2 and 4 (*HK1, HK2, GCKR* also known as hexokinase 4) and the Aldehyde Dehydrogenase 3 Family Member B1 (*ALDH3B1*). Meanwhile, the oxidative phosphorylation pathway is also upregulated in E2 conditions as compared to 4-OHT or the co-treatment to sustain biosynthetic processes, such as aspartate production during proliferation with E2-induced upregulation of *AACS, ACSS1,* and* PDK4* that are partially or totally inhibited by tamoxifen.

Finally, transcription factor binding sites analyses on the genome regions surrounding the genes specifically regulated by E2 or 4-OHT, revealed that the regulation of E2 and 4-OHT responsive genes in endothelial cells presumably requires different sets of transcription factors. Moreover, 4-OHT was found to particularly down-regulate transcription of genes encoding some of these specific factors, such as NR2F2 (also known as COUP-TFII) and NR2F6 (EAR2, or V-erbA-related gene), two specific transcription factors involved in endothelial functions. Interestingly, COUP-TFII (NR2F2) is a transcription factor highly expressed in endothelial cells, which regulates Notch signaling pathways 49 and is also involved in endothelial identity, since the choice of arterial versus venous fate is a result of a cross-talk between Notch and COUP-TFII signaling 55. Interestingly, NR2F6 (EAR2) was also shown to interact with COUP-TFII signaling 56, which probably explains why their motifs were found together at the vicinity of similar gene subsets (see **Figure 6B**). Some of these key transcription factors, such as ETS2 involved in the survival of endothelial cells and regulation of the angiogenic processes 57, SMAD1 known to modulate the angiogenic program and NR2F6 (EAR2) are specifically regulated by 4-OHT as compared to E2. These data reinforce the dynamics of ER recruitment of transcription factors in endothelial cells depending on the ligands, such as that was observed for breast cancer cell lines 48.

This present work is also relevant to most widely used strategies for temporal control of genetic manipulation that commonly inject tamoxifen in Cre-ER^T2^-LOXP transgenic mouse models for lineage tracing studies and particularly for studies in vascular pathologies. Moreover, in this context, the experimental doses of tamoxifen for mice are often 100 times higher than those used in human breast cancer therapy. Tamoxifen injection might impair angiogenesis in these mouse models independently of the deleted floxed gene and might therefore impair the interpretation of the data. For instance, tamoxifen injection impairs retinal angiogenesis independently of gene deletion, requiring to include not only tamoxifen-injected Cre-ER negative littermates but also tamoxifen-injected cre-ER control mice lacking flox genes 58.

To conclude, this present work demonstrates that: 1) both nuclear and membrane stromal ERα modulate ER-negative tumor growth and that these effects of E2 are antagonized by tamoxifen; 2) tamoxifen blocks angiogenesis by altering the angiogenic growth factors, and endothelial metabolism, using a specific transcriptional program and key transcription factors. As a consequence of the importance of angiogenesis and vascularization of tumors for the other treatments, the data provided by this study have to be integrated in therapeutic strategies (radio, chemo- and immunotherapies) that all are influenced by the tumor microenvironment.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
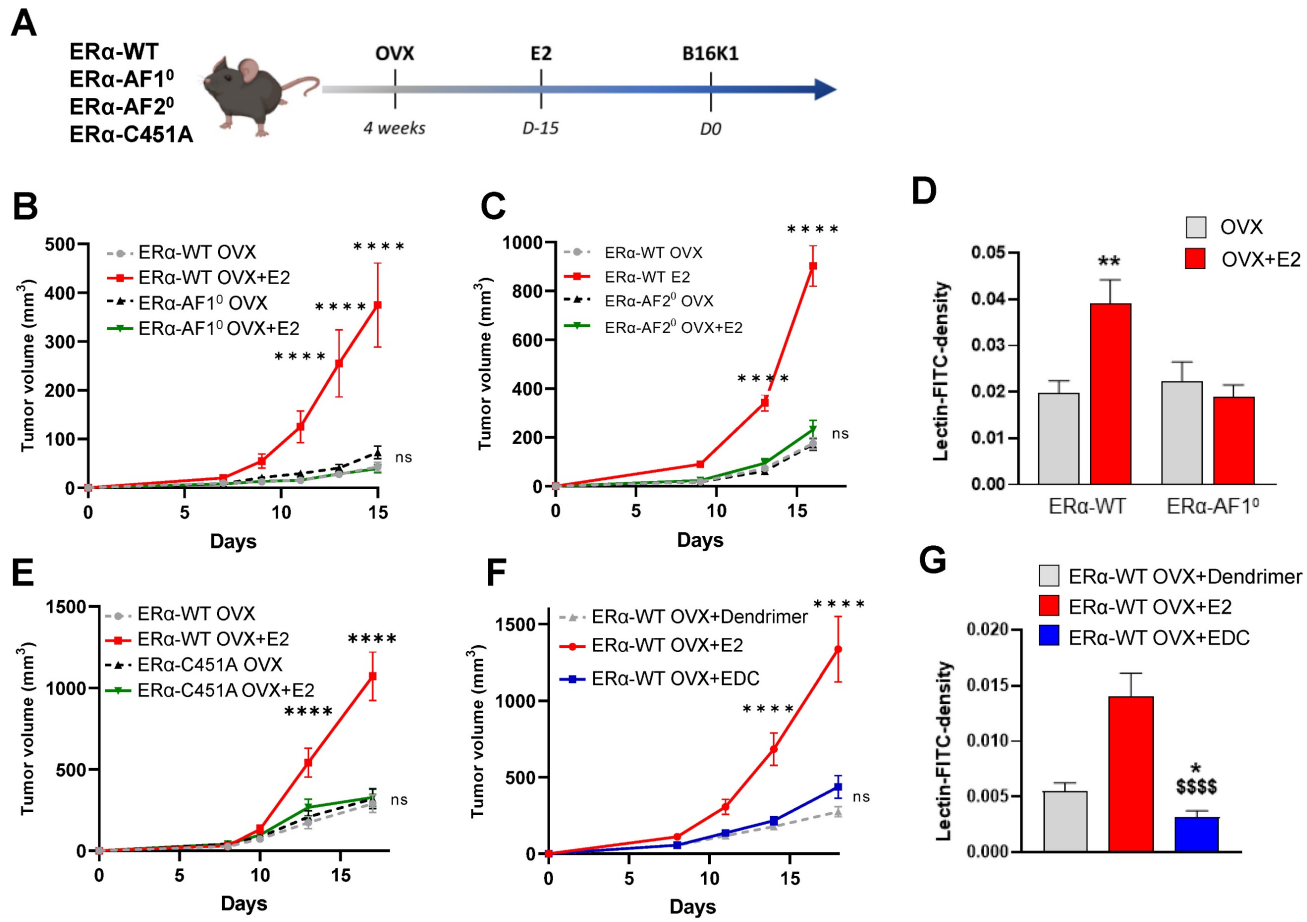
** Both nuclear and membrane ERα signaling are necessary for E2-induced growth of ERα-negative tumors and angiogenesis.** (**A**) Schematic representation of the methodology used to determine the *in vivo* growth curves of B16K1 cells injected to ovariectomized ERα-AF1^0^ (**B**), ERα-AF2^0^ (**C**) or ERα-C451A (**E**) mice untreated (OVX) or treated with E2 (E2). Their control littermates were injected as ERα-WT mice. (**D**) Perfused vessel density as measured by lectin-FITC density tumors harvested from ovariectomized ERα-AF1^0^ treated or not with E2 compared to their control littermates. Percentage of perfused vessels, n = 5 to 8 tumors. All results are mean ± SEM. Significance was determined by Multiple Mann-Whitney test followed by Benjamini, Kriedger and Yekutieli post-test: **P < 0.01, E2 *versus* OVX. (**F**) *In vivo* growth curves of B16K1 injected in ovariectomized mice treated with either Dendrimer control, E2 or EDC. n = 10-16 tumors/group. All results are mean ± SEM. Statistically relevant differences were estimated by a two-way ANOVA test followed by Bonferroni multiple comparison tests. ****: *P* < 0.0001, significant changes between OVX+E2 and all the other genotypes; ns: non-significant changes between both OVX and E2-treated ERα-AF1^0^, ERα-AF2^0^ or ERα-C451A mice and OVX+Dendrimer and EDC treated ERα-WT. (**G**) Perfused vessel density as measured by lectin-FITC density in B16K1 tumors grown in mice treated with control dendrimer (Dend), E2 or Estrogen Dendrimer Conjugate (EDC). Significance was determined by Multiple Kruskal-Wallis test followed by Dunn's post-test and illustrated as follows: significant change between dendrimer and EDC groups, (* P < 0.05); significant difference between EDC and E2; ($$$$, *P* < 0.0001). n = 21-40 slides quantified/group.

**Figure 2:**
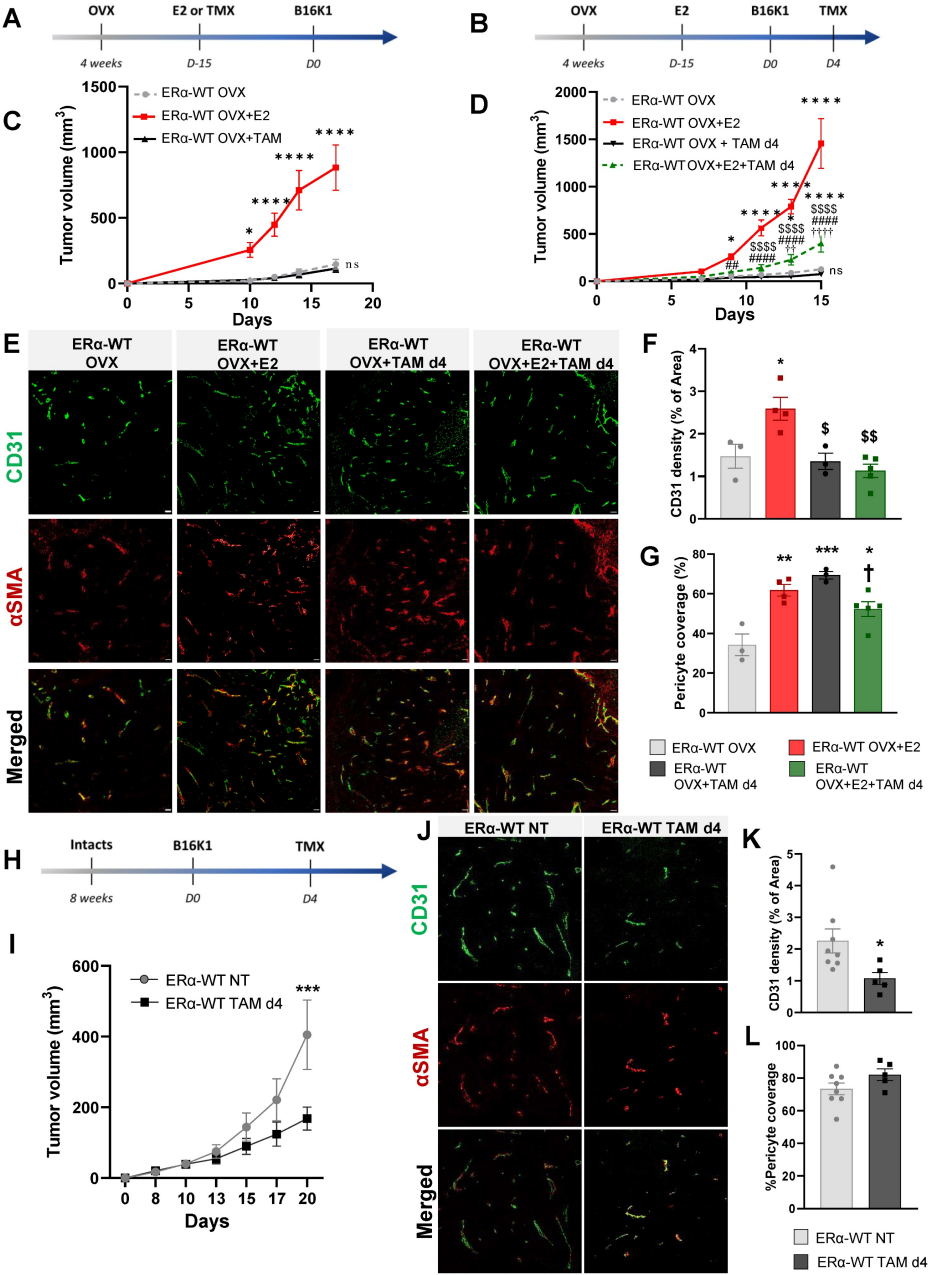
** Tamoxifen antagonized the pro-tumoral effect of E2 on ERα-negative tumors in both ovariectomized and intact mice by an inhibition of angiogenesis.** Tumors were established by subcutaneous injection of B16K1 cells in ovariectomized (OVX) C57BL/6 mice treated with E2 (E2) or Tamoxifen (TAM) alone or in combination with E2. (**A-D**) Tamoxifen treatment was initiated 15 days before tumor implantation such as E2 (A-C) or 4 days after tumor implantation (Day 4) (**B-D**). For (**C**) and (**D**), statistically relevant differences were estimated by two-way ANOVA followed by Bonferroni multiple comparison tests. n = 6-22 tumors/group. In **C**, * *P* < 0.05, **** *P* < 0.0001 presented differences between OVX+E2 and OVX+TAM or OVX; in **D** * *P* < 0.05, **** *P* < 0.0001 presented differences between OVX+E2, OVX+E2+TAM d4 and or OVX; ##* P* < 0.01, #### *P* < 0.0001 presented differences between OVX+TAM d4 and OVX+E2; $$ *P*< 0.01, $$$$ *P* < 0.0001 presented differences between OVX+E2+TAM d4 and OVX+E2 d4, †† *P* < 0.01, †††† *P* < 0.0001 presented differences between OVX+E2+TAM d4 and OVX+TAM d4. (**E**) Representative images of vessel density and pericyte coverage in B16K1 tumors harvested from ovariectomized (OVX) mice treated with E2 (OVX+E2) and Tamoxifen (TMX) alone or in combination (OVX+E2+TAM) (scale bars = 50µm). Quantification of (**F**) CD31 density, and (**G**) pericyte coverage. Significance was determined by one-way ANOVA followed by Bonferroni's multiple comparison tests, n = 3-5 tumors/group. Significant changes between control and treated groups (*** *P* < 0.001, **** P < 0.0001); between E2 alone and E2+TAM d4 ($ P< 0.05, $$ *P* < 0.01) or between TAM d4 alone and co-treatment E2+TAM d4 († *P* < 0.05). (**H-I**) Tumors were established by subcutaneous injection of B16K1 cells in intact C57BL/6 mice (ERα-WT) untreated (NT) or treated with Tamoxifen (TAM d4). Statistical relevant differences were estimated by two-way ANOVA followed by Bonferroni multiple comparison tests. N = 8-9 tumors/group. (**J**) Representative images of vessel density and pericyte coverage in B16K1 tumors harvested from intact mice untreated (NT) or treated with Tamoxifen (TAM) (scale bars = 50µm). (**K**) Quantification of CD31 density and (**L**) pericyte coverage. Significance was determined by Mann-Whitney U test, n = 5-8 tumors/group. Significant changes between control and treated groups (* *P* <0.05).

**Figure 3:**
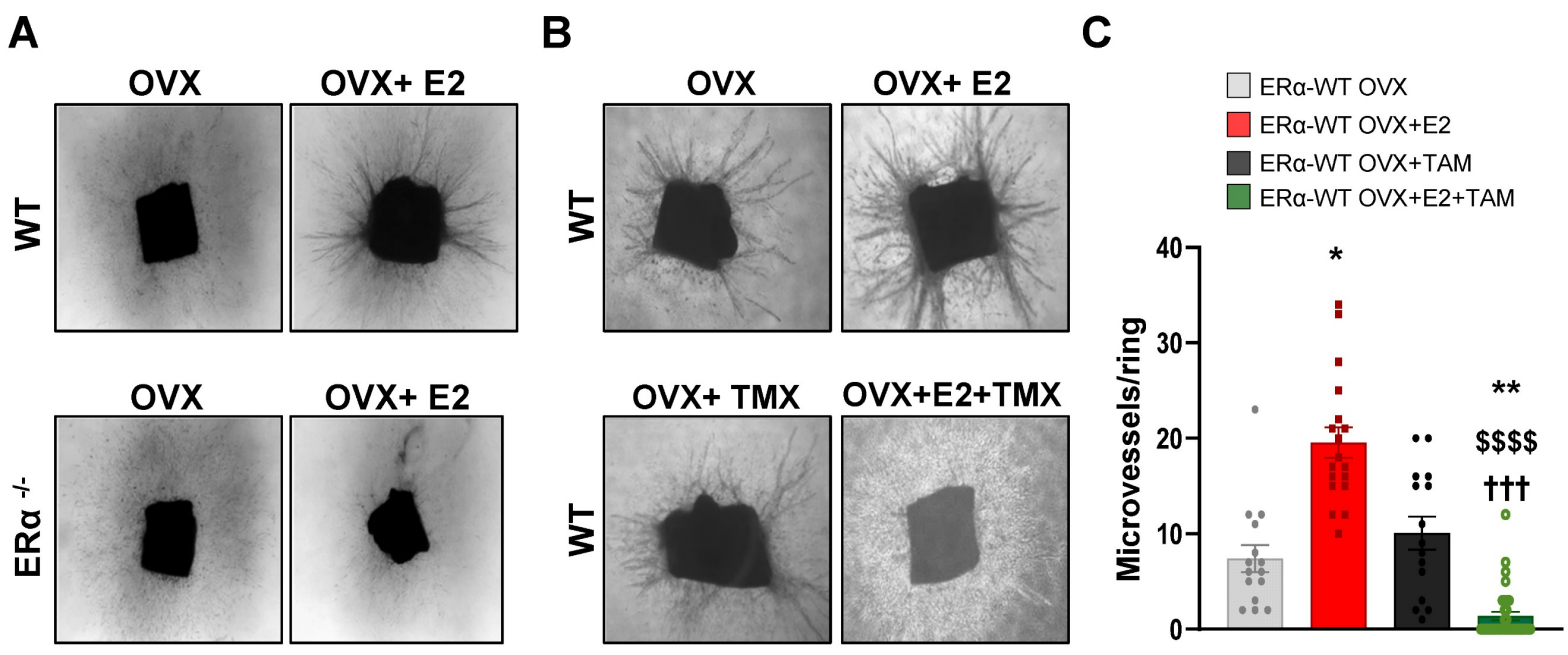
** E2-induced angiogenesis in aortic ring assay is ERα-dependent and antagonized by tamoxifen.** (**A**) Representative images (x40) of microvessel formations from aortic rings of ovariectomized WT or ERα-KO mice untreated (OVX) or treated with E2 for 2/3 weeks. n = 10-20 rings/condition. (**B**) Representative images (x40) of microvessel formation from aortic rings from ovariectomized WT mice untreated (OVX), treated with E2 (E2), Tamoxifen (TAM) or in combination (E2+TAM). (**C**) Quantifications of microvessel formations in each group are presented. Data presented are mean ± SEM. Statistical relevance was tested by Kruskal-Wallis test followed by Dunn's post-hoc test. Significant changes between control and treated groups (* P < 0.05, ** P < 0.01); between E2 alone and E2+4-OHT ($$$$ *P* < 0.0001) or between TMX and E2+TMX (**†††** *P* < 0.001).

**Figure 4:**
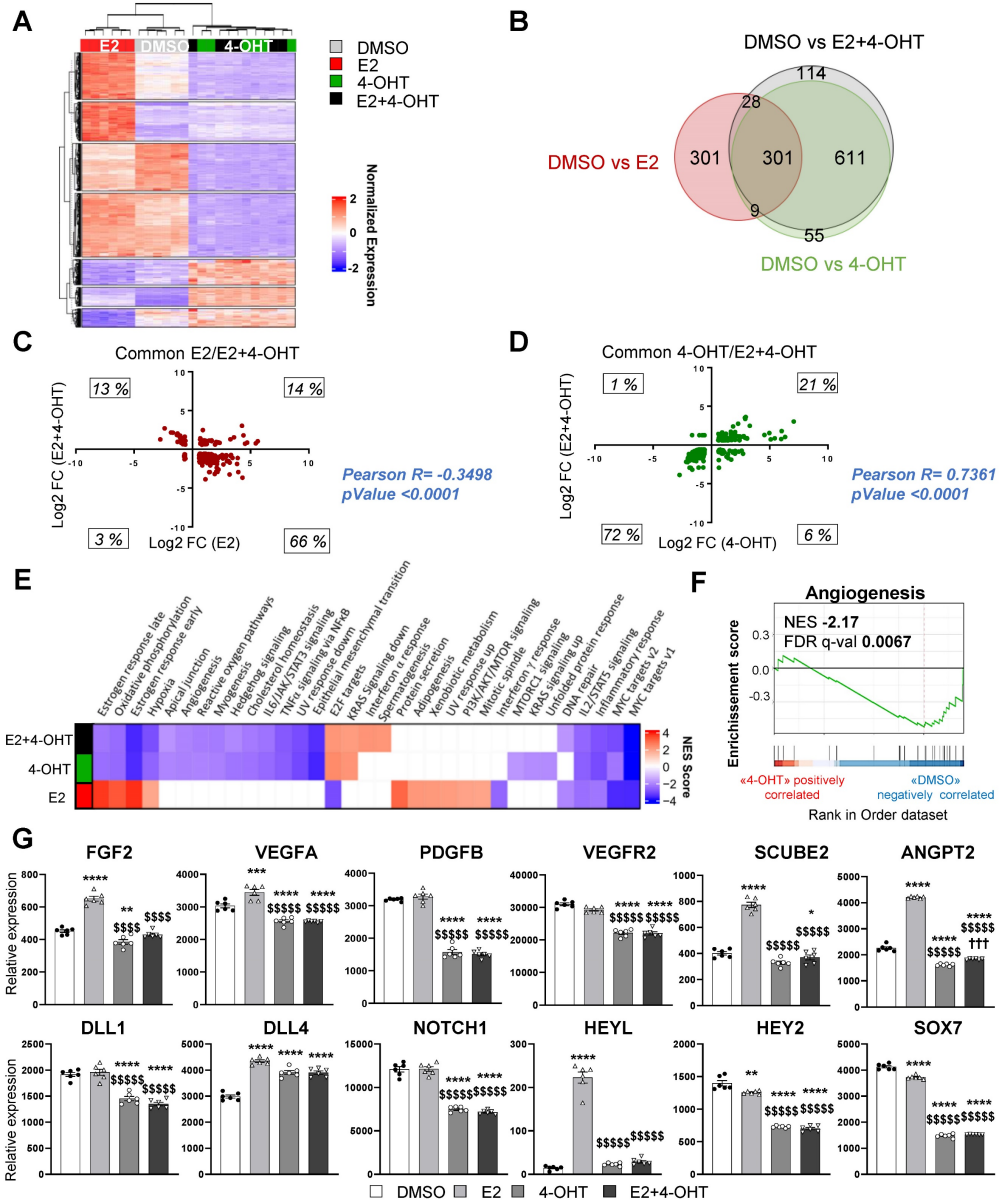
** 4-OHT induces its own transcriptional program in endothelial cells including an anti-angiogenic pathway.** mRNAs were isolated from TeloHAEC-endothelial cells expressing hERα-WT (n = 6 replicates per group) treated for 6 hours with E2 (1nM) or 4-OHT (100 nM) alone or in combination with E2. (**A**) The heatmap shown illustrates the relative normalized expression values of all genes significantly regulated following E2 or 4-OHT treatment alone or in combination as compared to vehicle (DMSO) (threshold for absolute fold change in expression (FC) >1.5 over DMSO control with a BH (Benjamini-Hochberg) corrected p-value < 0.05). HCL (Hierarchical Clustering) regroups each sample with its corresponding treatment group. (**B**) Venn diagram representing the overlap of differentially expressed genes between control and E2, 4-OHT or E2+ 4-OHT conditions. (**C**) Scatter plot assessing the correlation between the log2(FC) of genes commonly regulated in both E2 and E2+4-OHT conditions in the E2+4-OHT (Y axis) and E2 (X axis) conditions. (**D**) Similar analysis as in C on genes commonly regulated in E2 and E2+4-OHT conditions. (**E**) Normalized gene expressions were subjected to GSEA (Gene Set Enrichment Analysis) to identify functional pathways specific for E2, 4-OHT or E2+4-OHT treatments. The heatmap represents the NES (Normalized Enrichment Scores) values obtained on the significantly enriched MsigDb Functional Hallmarks (FDR q value < 0.05). NES are positive when the genes involved in a given pathway are up-regulated by the corresponding ligand *vs* the DMSO control, and negative in the converse scenario. (**F**) GSEA enrichment plot depicting the distribution of the enrichment scores of genes associated with the Angiogenesis MsigDb hallmark ranked along their expression change between OHT and DMSO conditions. (**G**) Normalized counts of TeloHAEC-endothelial cells expressing hERα-WT (n = 6 replicates per group) treated for 6 hours with E2 (1nM) or 4-OHT (100 nM) alone or in combination with E2. Data presented are as means ± SEM, while statistics calculated through a one-way ANOVA test followed by Bonferroni post-hoc test are illustrated as follows: significant changes between control and treated groups (* *P* < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001); significant differences between 4-OHT or E2 4-OHT and E2 conditions ($$ *P* < 0.01, $$$$ *P* < 0.0001).

**Figure 5:**
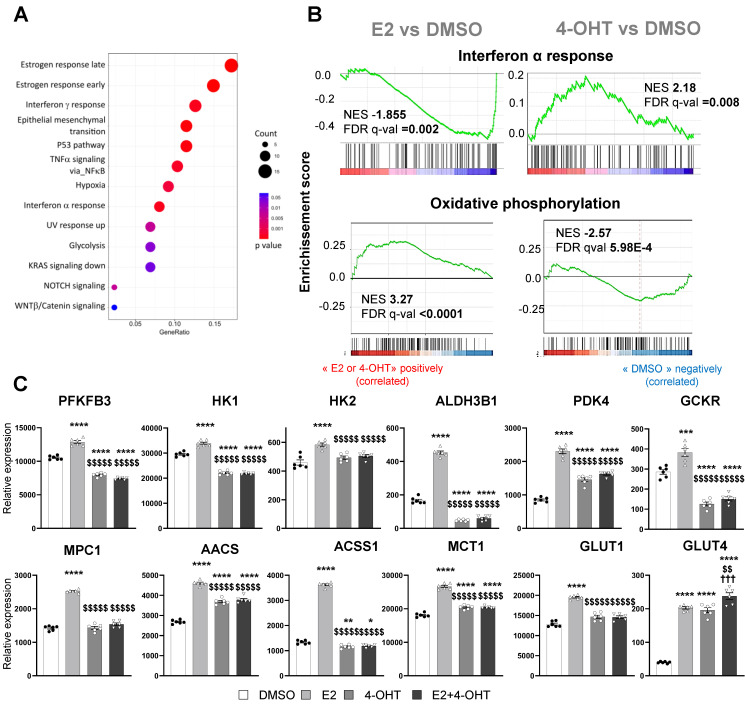
** E2 modulates EC inflammatory and glycolytic flux that is impeded by 4-OHT.** (**A**) Dot-plot illustrating the over-representation of MSigDb functional Hallmarks in the gene set comprising those whose regulations by E2 are antagonized by OHT. The sizes of the dots are proportional to the number of genes identified for each hallmark and their colors are scaled to the p-value. (**B**) GSEA enrichment plots depicting the distribution of the enrichment scores of genes associated with the Interferon α response and Oxidative phosphorylation MsigDb hallmark ranked along their expression change between E2 and DMSO (left side) or TAM and DMSO conditions (right side). (**C**) Normalized counts of TeloHAEC-endothelial cells expressing hERα-WT (n = 6 replicates per group) treated for 6 hours with E2 (1 nM) or 4-OHT (100 nM) alone or in combination with E2. Data presented are means ± SEM. Statistical relevance was measured by one-way Anova followed by Bonferroni post-test and is represented as follows: * P < 0.05, ** P < 0.01, ***P < 0.001, **** *P* < 0.0001 for the control *vs.* treated groups comparisons; and ($$ *P* < 0.01, $$$$ *P* < 0.0001) for the comparisons between the 4-OHT or E2 4-OHT *vs*. E2 conditions.

**Figure 6:**
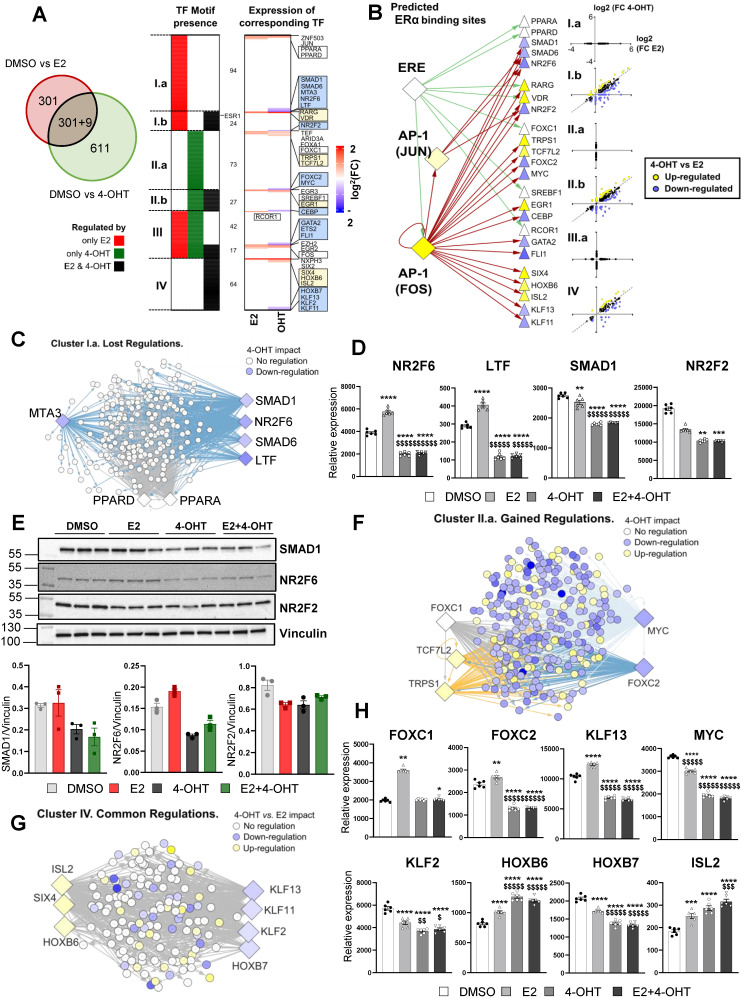
** 4-OHT may differentially regulate E2-sensitive genes by regulation of specific transcription factors expression.** (**A**) Enrichment for transcription factors (TF) motifs and binding sites determined in ENCODE studies was assessed within a -10/+10 kb window centered on the TSS of genes regulated either by E2, 4-OHT or both ligands. Some TF motifs were identified as being specific or common for genes present in the E2 and 4-OHT conditions, and classified within 7 clusters (from I.a including those only found around genes regulated by E2 only to cluster IV that integrates those identified only in genes regulated by either E2 and 4-OHT). The heatmap shown on the right side of the panel summarizes the variations of expression of the TFs binding to the identified motifs. Highlighted within the boxes are the names of the TFs whose expression are regulated differentially (blue or yellow boxes for down-or up-regulated genes in the 4-OHT condition vs. E2, respectively) or in the same manner (white boxes) by both ligands. In between the 2 heatmaps, the number of TFs belonging to each category is indicated. For instance, 94 motifs were specifically detected around genes regulated only by E2 (cluster I.a), whilst 42 were detected around genes regulated specifically by E2 or specifically by OHT (cluster III.a). (**B**) Summary scheme illustrating the presence of ERE or AP1 motifs allowing ERα mobilization around 10 kb from the TSS of the indicated genes encoding TF of interests defined from Panel A. The differential regulation of the expression of these TFs by E2 and 4-OHT is indicated as in the boxes from Panel A. (**C, F and G**) Cytoscape representation of networks linking the binding motifs of TF of interest (diamonds) to genes (circles) identified as carrying such motifs within the -10/+10 kb TSS window analyzed, respectively in the gene clusters Ia (lost regulations by OHT, Panel **C**), IIa (gained regulations, Panel** F**) and IV (common regulations, Panel **G**). The colors of the genes and TF nodes are representative of their fold-change in expression in the conditions indicated within the legends of each panel (4-OHT impact refers to the 4-OHT vs DMSO comparison). (**D and H**) Normalized counts in TeloHAEC-endothelial cells expressing hERα-WT (n = 6 replicates per group) treated for 6 hours with E2 (1nM) or 4-OHT (100 nM) alone or in combination with E2. Data presented are means ± SEM. Statistical relevance was measured by one-way ANOVA followed by Bonferroni post-test and is represented as follows: **** *P*<0.0001 for the control vs. treated groups comparisons; and $ *P*<0.05; $$ *P*<0.01 $$$$ *P*<0.0001 for the comparisons between the 4-OHT or E2 4-OHT vs. E2 conditions. (**E**) Western blot for SMAD1, NR2F2 and NR2F6 expression normalized to vinculin in TeloHAEC endothelial cells expressing hERα-WT treated for 6 hours with E2 (1 nM) or 4-OHT (100 nM) alone or in combination with E2 (n = 3 replicates per group).

How the deposited data were processed for this re-analysis (not part of the article)

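RNA-Seq was analysed from TeloHAEC-hERα-WT cells treated for 6 h with DMSO, 1 nM E2, 100 nM 4-OHT or E2+4-OHT, with 6 libraries per group. The sample labels give the treatment and a replicate number for each of the 24 libraries. The paper's mouse, aortic ring, RT-qPCR and western blot experiments, and its searches for binding motifs, have no counterpart in these libraries and received no values.

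The deposited values are raw read counts per gene. According to the paper's methods, the authors trimmed the reads with Trimmomatic, mapped them to GRCh38 with STAR and counted unique hits within exons with featureCounts. The Ensembl release and the strand setting are not named in the paper's text. Reads from genes that overlap on opposite strands may therefore be assigned with that limit, which is given where such a gene is named. Of the 57500 genes per library, 56410 have an identifier in the reference annotation used for symbols, positions and GC content. Total counts ranged from 30509576 to 97082363 per library, and the group medians differed, with DMSO the highest and E2+4-OHT at 0.458 of it. Mitochondrial genes took between 3.83% and 4.60% of the counts.

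Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The authors used DESeq2 with the HTSFilter package, which was not installed, so its Jaccard criterion was coded anew on TMM-normalized counts. Its search over 100 thresholds from 1 to 200 ended at 200, the upper limit of the search, and 11482 genes with a normalized count of 200 or more in at least 1 library were kept. TMM factors, edgeR's quasi-likelihood test and a single fit of all 24 libraries were used for 6 comparisons between groups and for the interaction of E2 and 4-OHT. A gene was called at a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. Errors are SD over the 6 libraries of a group unless a standard error is named, and normalized counts are on the scale of the TMM factors. Intervals on shares are 95% Wilson intervals over genes and those on correlations are 95% Fisher intervals, and both cover counting error only, since genes are not independent.

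Overlaps and directions were counted among called genes. The noise that 2 comparisons share through the same DMSO libraries was measured in 20 simulations, in which all libraries, the DMSO libraries included, were drawn from the DMSO means, dispersions and the depths of the real libraries. A first version drew the treated groups around the observed DMSO means, which shares no noise, and was replaced. Principal components were computed on log2 values with a prior count of 2. Gene lists for estrogen response, E2F targets and replication, angiogenesis, apical junction, interferon α, oxidative phosphorylation (nuclear and mitochondrial), glycolysis, cholesterol synthesis, the aryl hydrocarbon receptor, Notch targets and TNF signaling were written from general knowledge, and stand in for the hallmark sets. Of the genes that the paper names, 1 is in the E2F list (EZH2), 1 in the angiogenesis list (VEGFA) and 0 in any other. They were tested with limma's camera at a preset correlation of 0.01, in 48 tests adjusted together.

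The named genes are the 65 that the paper names in its RNA-Seq text and Figures 4G, 5C and 6, and for each comparison the 3 with the largest change in each direction among called genes with a symbol, a mean normalized count of at least 50 and groups that do not overlap. Tests, thresholds, lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. That set comprised DESeq2, relative log expression factors, filterByExpr with 17473 genes, no filter with 41102 genes, only the 2 groups compared, the replicate number as a block, the adjusted p alone, glmTreat, separate DMSO controls, 2 other versions of the principal components, fry, and camera with an estimated correlation. Thinning to equal depth, limma with and without the GC trend removed, subsets of the 4-OHT libraries, and E2+4-OHT against E2 as the second axis were added after the data were seen.

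The procedure was tested on simulated data with 200 changed genes. edgeR, glmTreat and DESeq2 each recovered 199 of them, or 99.5%, with 0 false calls, and a group without changes gave 0 calls. The p-value of limma's camera was 2.53e-244 for a list of raised genes and 0.954 for a random list. The simulated genes varied independently, so this check leaves out correlation between genes.

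Bar heights of 36 genes in Figures 4G, 5C and 6 were read by eye to compare normalized counts.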

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

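The tests of depth, GC content, library batch and near-identical copies named here were chosen after the results were seen. The test for FAM25A was also narrowed to its own copies after a first table of relatives had been seen, in which SYNPO2 reached 0.144 of the level of SYNPO2L and WNT9A stood at 15.9 times that of WNT16, genes which are related in sequence without being near-identical.

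The effect of E2 differed with and without 4-OHT in 630 genes. Regrouping the 24 libraries gave as many in 1 of 100 groupings, the real one, and the largest other count was 370. With every library thinned to equal depth there were 636 such genes. With the GC trend removed, limma called 598 against 620 without that step. Neither depth nor a smooth GC trend accounts for the count. An action of 4-OHT on the response to E2, which the design names, is a candidate explanation and was found and tested on the same data. A gene that 4-OHT alone raises, and to which E2 then adds little, also counts among these genes, so the number does not measure inhibition alone.

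A library stood apart from the other 5 of its group in 16 of 244 groups examined, where chance gives 12.2, so no single case stands out from what chance gives. Under DMSO, KLF13 was 9533 in replicate 1, below the others. Under E2, ACSS1 was 3428 in replicate 5 and VDR 107.4 in replicate 2, below the others, while replicate 3 was above them in PPARA at 3554, NR2F2 at 15110 and FOXC1 at 3901. Under 4-OHT, ESR1 was 177900 in replicate 5 and CYP1B1 1891 in replicate 1, below the others, and PPARA was 2354 in replicate 6, above them. Under E2+4-OHT, VEGFA was 2679 in replicate 5 and FOXC1 2198 in replicate 6, above the others, and HK2 434.2 in replicate 4, below. Replicate 2 of E2+4-OHT held 4 cases, with FGF2 at 468.7 above, and NR2F6 at 1794, FOXC2 at 1203 and mitochondrial genes at 4.183% of counts below. No biological explanation was tested for these.

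The largest rises were in genes that the paper does not discuss. Under E2, the log2 fold change was 5.53 for FAM25A, 5.383 for CNR1 and 4.685 for WNT16, and under 4-OHT it was 6.972 for SYNPO2L, 6.256 for FAM25A and 6.026 for CYP1B1. For FAM25A, 68.5% of its 50-base words occur in other transcripts, while the copies FAM25C, FAM25G, FAM25BP and FAM25EP reached at most 0.00661 of its level. The paper states that only unique reads were counted, so reads that match a copy equally well would be left out. The counts therefore cannot tell FAM25A and its copies apart where they share sequence. For the other genes no technical explanation was tested beyond the relatives above.

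In 3 of the 6 libraries of 4-OHT, replicates 3, 5 and 6, and in all 6 of E2+4-OHT, the pseudogene MTCO2P12 lay above every DMSO library, whose highest value was 31.3 normalized counts. The other 3 libraries of 4-OHT, between 20.0 and 27.5, lay within that range, which argues against 4-OHT as the whole explanation. A first split, by the total share of counts on pseudogenes, put 4 libraries of 4-OHT above DMSO, with replicate 4 at 0.3084% against a DMSO maximum of 0.3059%, and 2 within. It was replaced by the split on MTCO2P12, where the gap is wide, after its result was seen. EEF1A1P6 parted the libraries of 4-OHT in the same way, with at least 501.4 normalized counts in replicates 3, 5 and 6 and at most 229.7 in the others, and so did the third principal component, where these replicates lay from 1.465 to 3.804 and the others from -5.861 to -5.414. A batch of libraries or sequencing runs is a candidate explanation that stays open. The labels name no batch, and the GC slopes of the 3 and 3 libraries, with an exact permutation p of 0.4 where 0.1 is the smallest possible, cannot decide. Since all 6 libraries of E2+4-OHT were high, a batch and the treatment cannot be told apart in that group. The 3 libraries with more MTCO2P12 had at most 41902423 counts and the other 3 at least 48141992. With replicates 1, 2 and 4 of 4-OHT alone, 933 genes were regulated by 4-OHT, and with replicates 3, 5 and 6 alone, 1032. By the first split these numbers were 944 with replicates 1 and 2, and 1005 with replicates 3, 4, 5 and 6.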

How the results depend on the processing

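The comparisons of 4-OHT subsets, equal depth, limma and the second axis of E2+4-OHT against E2 were chosen after the data were seen. Among the named genes, 587 of 595 values under alternatives kept their direction and their side of the threshold, 8 were weaker and 0 reversed. Of the 8, 7 came from glmTreat and concern PDK4 (E2 against 4-OHT), SMAD1, SMAD6, PPARD, KLF13, HOXB6 and ISL2. The other was KLF13, with the replicate number as a block, at a log2 fold change of -0.58.

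Keeping more genes or dropping the fold change threshold raised the counts, which follows from how these settings are built. With filterByExpr there were 1621 genes for E2, 2377 for 4-OHT, 2573 for E2+4-OHT, 2125 for E2 against 4-OHT, 2296 for E2+4-OHT against E2 and 1390 for the interaction, and the overlaps were 881 for E2 and 4-OHT, 915 for E2 and E2+4-OHT, and 2052 for 4-OHT and E2+4-OHT. Without a filter these were 2112, 3171, 3570, 2643, 2918 and 1531, with overlaps of 990, 1002 and 2438, and 4 genes differed between E2+4-OHT and 4-OHT. With the adjusted p alone they were 6533, 6908, 7556, 6588, 6865 and 4538, with overlaps of 4534, 4848 and 6293, and 2 genes differed between E2+4-OHT and 4-OHT. Under glmTreat, a stricter test, the counts were 424 for E2, 579 for E2 against 4-OHT, 585 for E2+4-OHT against E2 and 340 for the interaction, and the overlaps with E2 were 205 for 4-OHT and 215 for E2+4-OHT. DESeq2 gave 635 for E2, 958 for 4-OHT and 1037 for E2+4-OHT.

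The majority direction depends on the filter in several comparisons. Under 4-OHT and E2+4-OHT lowered genes prevailed with the threshold of 200, while with filterByExpr 1288 were raised and 1089 lowered by 4-OHT, and 1424 and 1149 by E2+4-OHT. Without a filter these were 1851 and 1320, and 2196 and 1374. Of the genes common to both, 41.1% were raised with the threshold of 200, 55.7% with filterByExpr and 59.1% without a filter. With the adjusted p alone, the raised genes were also slightly more, 3570 against 3338 for 4-OHT and 3874 against 3682 for E2+4-OHT. Between E2 and 4-OHT, 651 were higher under E2 and 220 lower, against 1193 and 932 with filterByExpr, 1407 and 1236 without a filter and 3223 and 3365 with the adjusted p alone. For E2+4-OHT against E2, 242 higher and 673 lower became 1071 and 1225, 1508 and 1410, and 3490 and 3375. For E2 over DMSO raised genes prevailed except with the adjusted p alone, with 3202 raised and 3331 lowered. The added genes have low counts or small changes; no further cause was tested.

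The share of common E2 and E2+4-OHT genes in opposite directions was 20.8% with the adjusted p alone and 3.72% under glmTreat, and the Pearson correlation of these genes was 0.713 with the adjusted p alone and 0.854 without a filter. For 4-OHT and E2+4-OHT the correlation was 0.991 with filterByExpr, 0.988 without a filter, 0.993 with the adjusted p alone, 0.998 under glmTreat and 0.995 with separate controls. With E2+4-OHT against E2 in place of DMSO on the second axis, the share in opposite directions was 82.2% and the correlation reversed to -0.362, while for 4-OHT the share in the same direction was 93.6% and the correlation 0.751. That axis subtracts the E2 libraries which the first axis adds, so part of the reversal comes from its construction.

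With the replicate number as a block, the counts were 634 for E2, 957 for 4-OHT and 1039 for E2+4-OHT. The replicate numbers did not pair the libraries in all groups. Of 36 correlations between libraries of the same number in different groups, 24 were at most 0.1, in a range from -0.324 to 0.416. For E2 with 4-OHT the median was 0.184, against -0.03 for unlike numbers. For 4-OHT with E2+4-OHT it was -0.04, against 0.005. No test of pairing was run, so a partial pairing of some groups stays open.

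Replacing all 4-OHT libraries by replicates 1, 2 and 4 gave 10 genes different between E2+4-OHT and 4-OHT, and by replicates 1 and 2 it gave 15, where all 6 gave 0 and 1618 at an unadjusted p under 0.05. Replicates 3, 5 and 6 gave 0 and replicates 3, 4, 5 and 6 also 0, with 381 and 440 at an unadjusted p under 0.05, below the 574.1 expected by chance, against 2765 with replicates 1, 2 and 4 and 4383 with replicates 1 and 2. Of these fits, the excess is in those that include replicates 1 and 2. The cause was not tested. At equal depth, 633 genes were regulated by E2, and 974 by 4-OHT, so depth does not explain the larger number for 4-OHT.

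The gene list results depend on the set test. Fry called 29 of 48 tests and camera with an estimated correlation called 0, against 14 in camera with the preset value. Fry does not set a list against the other genes, while camera does, so their calls answer different questions. The cause of the gap between the 2 settings of camera was not tested. With the estimated correlation, the E2F list under E2 (median -0.226), the estrogen response list under E2 (0.0852) and under 4-OHT (-0.264), and the angiogenesis list under 4-OHT (-0.171) no longer passed. The angiogenesis list also missed the threshold with filterByExpr (-0.160). Fry called the interferon α list under E2 (-0.0672) and the apical junction list under 4-OHT (-0.0954), and the latter also passed with only the 2 groups compared (-0.0979). Fry gave the aryl hydrocarbon receptor list the opposite direction to its median under 4-OHT (-0.216) and E2+4-OHT (-0.188), where 1 gene of the 4 tested, CYP1B1, rose by a log2 fold change of 6.03 and the other 3 did not rise. Outside the tests at the claims, 12 list results were weaker, 15 stronger and 2 reversed.

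Other splits of the 12 libraries gave as many genes in 1 of 100, the real one, for E2, 4-OHT and E2+4-OHT over DMSO, for E2 against 4-OHT and for E2+4-OHT against E2. For E2+4-OHT against 4-OHT the count was 0, which 100 of 100 splits reach by definition, so this comparison says nothing. Splits with as many gene lists past the threshold were common: 74 of 100 for E2, 50 for 4-OHT, 47 for E2+4-OHT and 17 for E2 against 4-OHT, so the number of lists called is what arbitrary groupings of these libraries also give. Genes with counts as low as those of KLF1, with a mean of 0.323 normalized counts under DMSO, lie below the filter, and how depth limits them was not measured.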

Differences from the paper's values

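Among the genes common to E2 and E2+4-OHT, the paper reports 66% raised by E2 and lowered by E2+4-OHT, where 4.22% were found here over DMSO. For the reverse direction the paper's value is 13% and the value here 2.41%. The paper gives 14% raised by both against 74.4% here, and 3% lowered by both against 19.0% (18.98%) here. For the genes common to 4-OHT and E2+4-OHT, the paper's share raised by both is 21%, against 41.1% here. The correlations of log2 fold changes are about -0.35 in Fig. 4C, read by eye, against 0.819 here, and about 0.74 in Fig. 4D, read by eye, against 0.997 here. In its discussion the paper states that 66% of the genes raised by E2 are lowered by 4-OHT, against 3.3% here. None of the alternatives set before the data were examined closed any of these gaps.

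A second axis of E2+4-OHT against E2, in place of DMSO, gave 66.8%, 15.4%, 13.8% and 3.95% for the first 4 shares over 253 genes with a correlation of -0.362, and 21.6% raised and 71.9% lowered over 481 genes with a correlation of 0.751 for 4-OHT. That setting was chosen after seeing the values, in a search for one that lies near the paper's, and the paper's text does not name it as its method. It compares E2+4-OHT with E2, and not with the vehicle.

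For GLUT1, normalized counts of about 13000 under DMSO, about 20000 under E2, about 15000 under 4-OHT and about 15000 under E2+4-OHT stand in Fig. 5C, read by eye. For SLC2A1 the values here were 1450, 1892, 1522 and 1492, and relative log expression factors did not close the gap. Among all genes, the one nearest to the 4 bars was SLC16A3, with 13011, 19537, 14737 and 14559, found in a search made after the values were seen. Of the 144 group means read from 36 genes, the 4 of GLUT1 were the only ones more than 1.5 times and more than an SD apart.

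The paper describes nearly all genes of the co-treatment as shared with 4-OHT, and 86.4% were. It describes the genes of E2 and 4-OHT as largely different, and of 314 in common 295 went in the same direction.

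The paper counts VEGFA, FGF2, DLL4, PFKFB3, HK1, HK2, GCKR and GLUT1 as raised by E2, and KDR and DLL1 as lowered by 4-OHT. None of these passed a fold of 1.5, while all pass the adjusted p alone, in the direction that the paper gives. The paper's figures test single genes by ANOVA and name no fold threshold there, so the fold alone does not contradict it. For the angiogenic and Notch genes it also reports RT-qPCR in further experiments. DLL4 is given as different between the ligands, and its log2 fold change between them was 0.14, past the adjusted p (0.000854, edgeR's quasi-likelihood test) with a fold below 1.5, so that the adjusted p alone calls it. It describes E2 as inducing SMAD1, and its log2 fold change under E2 was -0.13; SMAD6 was also lower under E2, at -0.57. RARG and VDR, which the paper links to 4-OHT, rose under E2 as well, by 1.64 and 1.32. KLF1, given as lowered by 4-OHT, had 0.323 normalized counts under DMSO and 2.23 under 4-OHT and was not tested.

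The paper places E2F targets with 4-OHT and the co-treatment. The list used here was lower under E2 at a median of -0.23 and not past the threshold under 4-OHT (adjusted p = 0.527, limma's camera). Compared directly, it was lower under E2 than under 4-OHT, at a median of -0.21 (adjusted p = 1.36e-05, limma's camera). Apical junction genes, which the paper finds lowered by 4-OHT, had an adjusted p of 0.0597, and passed under fry (3.36e-07) and with only the 2 groups compared (0.0458). For interferon α the paper gives a rise under 4-OHT and a fall under E2, and neither passed here, while fry called the fall under E2 (0.00675). The lower level under E2 than under 4-OHT (0.0511) passed under fry (0.0395) and with only the 2 groups compared (0.024). Neither the rise of oxidative phosphorylation under E2 (0.664) nor its fall under 4-OHT (0.29) passed under any setting run. The direct comparison of E2 with 4-OHT (0.0752) passed with filterByExpr (0.0173) and with only the 2 groups compared (0.0435). The glycolysis list, which holds 0 of the genes the paper names, did not pass between the ligands (0.539), while of those genes GCKR differed by a log2 fold change of 1.61, PFKFB3 by 0.67 and HK1 by 0.60. The lists differ from the hallmark sets of the paper.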

Other observations

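The tests of the receptor without ligand, the aryl hydrocarbon receptor and sterol synthesis were fixed in advance. The tests of shared DMSO libraries for genes raised by E2, of GC content and of a remaining E2 response were chosen only after the results were seen.

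Genes raised by E2 lay mostly above DMSO under 4-OHT, 403 of 485, and 234 of them were called as raised by it. With E2 compared with DMSO replicates 1 to 3 and 4-OHT with replicates 4 to 6, the 499 genes raised by E2 had a median log2 fold change of 0.536 under 4-OHT, so the DMSO libraries that both comparisons share do not account for it. A hypothesis holds that the transduced receptor acts without ligand and that 4-OHT removes this action. It would place genes raised by E2 below DMSO under 4-OHT, if 4-OHT did not itself raise them. Of these genes 17.8% lay below DMSO, against 44.6% of unchanged genes of similar expression, so the set as a whole was not lowered. The paper describes tamoxifen as a partial agonist, and 4-OHT raised 234 of the 485 genes. Such a rise could hide the loss of an action without ligand, so the test cannot decide. Some values go with the hypothesis. Of the 485 genes, 16 were called as lowered by 4-OHT. In the estrogen response list 30 of 42 genes were lower under 4-OHT (adjusted p = 0.000777, limma's camera). The hypothesis stays open.

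If 4-OHT acted on the aryl hydrocarbon receptor, genes of its list would rise. Of 4 tested, CYP1B1 did, while AHRR was at -1.24 and TIPARP at -0.43, and the median was -0.2165. With filterByExpr it was -0.01977, with 2 of 5 genes higher. Fry called the list up (adjusted p = 0.0243, in a range from 0.0243 to 0.968 over all alternatives). CYP1A1, a gene of the list below the filter that is singled out after its values were seen, had means of 45.5 normalized counts under DMSO, 44.6 under E2, 90.5 under 4-OHT and 84.6 under E2+4-OHT. So few genes that go both ways leave the hypothesis open. The list had 4 of 8 genes tested, and 1 of its genes is also in the estrogen response list. Genes of cholesterol synthesis were expected to rise if 4-OHT blocks a step of it. Their median was -0.2144, with 22 of 25 lower (adjusted p = 0.00608, limma's camera), which argues against that hypothesis at 6 h. Under E2 the same list had a median of -0.04 (adjusted p = 0.822). The TNF list had a median of 0.02 under 4-OHT (adjusted p = 0.501, limma's camera) and -0.05 under E2 (adjusted p = 0.496). Fry called it lower in both, at 6.38e-09 and 0.00997, the lowest of alternatives that reached 0.968 for each.

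The small differences between E2+4-OHT and 4-OHT fell with the GC content of genes, with a Spearman correlation of -0.596 across genes. The GC slopes of the 2 groups of libraries gave an exact permutation p of 0.206, so GC bias that differs between single libraries is consistent with the trend. Among the 637 genes of E2, the same differences followed the E2 response with a slope of 0.0321 (exact permutation p = 0.0649), which leaves open whether a part of the E2 response remains beside 4-OHT. With the GC trend removed the slope was 0.0387 (exact permutation p = 0.0195), which argues against GC bias as its whole cause. These 2 values lie on either side of 0.05, so the relation is a hypothesis. With replicates 3, 5 and 6 of 4-OHT alone, 381 genes differed from E2+4-OHT at an unadjusted p under 0.05, against 2765 with replicates 1, 2 and 4, so a library batch also stays open for these small differences.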
